# Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-*Hras* Transgenic Mice

**DOI:** 10.1371/journal.pone.0118029

**Published:** 2015-02-19

**Authors:** Dadi Jiang, Catherine I. Dumur, H. Davis Massey, Viswanathan Ramakrishnan, Mark A. Subler, Jolene J. Windle

## Abstract

*p53* is an important tumor suppressor gene which is mutated in ~50% of all human cancers. Some of these mutants appear to have acquired novel functions beyond merely losing wild-type functions. To investigate these gain-of-function effects *in vivo*, we generated mice of three different genotypes: MMTV-*Hras/p53^+/+^*, MMTV-*Hras/p53^-/-^*, and MMTV-*Hras/p53^R172H/R172H^*. Salivary tumors from these mice were characterized with regard to age of tumor onset, tumor growth rates, cell cycle distribution, apoptotic levels, tumor histopathology, as well as response to doxorubicin treatment. Microarray analysis was also performed to profile gene expression. The MMTV-*Hras/p53^-/-^* and MMTV-*Hras*/*p53^R172H/R172H^* mice displayed similar properties with regard to age of tumor onset, tumor growth rates, tumor histopathology, and response to doxorubicin, while both groups were clearly distinct from the MMTV-*Hras/p53^+/+^* mice by these measurements. In addition, the gene expression profiles of the MMTV-*Hras/p53^-/-^* and MMTV-*Hras*/*p53^R172H/R172H^* tumors were tightly clustered, and clearly distinct from the profiles of the MMTV-*Hras/p53^+/+^* tumors. Only a small group of genes showing differential expression between the MMTV-*Hras*/*p53^-/-^* and MMTV-*Hras*/*p53^R172H/R172H^* tumors, that did not appear to be regulated by wild-type p53, were identified. Taken together, these results indicate that in this MMTV-*Hras*-driven salivary tumor model, the major effect of the p53 R172H mutant is due to the loss of wild-type p53 function, with little or no gain-of-function effect on tumorigenesis, which may be explained by the tissue- and tumor type-specific properties of this gain-of-function mutant of p53.

## Introduction

p53 is widely regarded as one of the most important tumor suppressor genes, as it is mutated in over 50% of all human cancers, and the p53 pathway is found to be inactivated in most if not all tumors [1]. p53 knock-out mice are largely normal at birth, indicating a non-essential role for p53 during embryonic development. However, the mice are highly tumor-prone, with the majority developing lymphomas and sarcomas by 6 months of age, underscoring p53’s essential tumor suppressor function [2–5]. The p53 protein executes its tumor-suppressive functions primarily through its role as a sequence-specific transcription factor [6]. Upon stabilization and activation by oncogenic signals or other types of cellular stresses, including DNA damage, hypoxia, nutrient deprivation and reactive oxygen species (ROS), p53 transactivates or transrepresses a panel of downstream effector genes which are involved in mediating multiple cellular responses, including transient G_1_ cell cycle arrest, DNA repair, cellular senescence characterized by a permanent cell cycle arrest, and apoptosis [2,7].

Most p53 mutations arise somatically during tumor development and progression. However, p53 mutations can also be transmitted in the germ-line and give rise to cancer predisposition conditions called Li-Fraumeni Syndrome (LFS) and Li-Fraumeni-like Syndrome (LFL) [8–10]. Unlike changes in other classical tumor suppressor genes during tumorigenesis, which frequently involve frame-shift or nonsense mutations, nearly three-quarters of both somatic and germ-line p53 mutations are missense mutations, according to the latest release (R17) of the IARC p53 mutation database [1] (also see http://www-p53.iarc.fr/). The vast majority of these missense mutations are clustered in the central DNA-binding domain of the p53 protein, either affecting residues directly contacting DNA (DNA contact mutations), or those important for maintaining the conformation of the DNA-binding domain (conformational or structural mutations). Both classes of mutations disrupt the sequence-specific DNA-binding function of the p53 protein, thus preventing p53 from acting as a transcription factor [11,12]. In addition to loss of the wild-type functions, some p53 mutants also demonstrate dominant-negative effects over the remaining wild-type allele, preventing the wild-type p53 protein from inhibiting cellular transformation [13,14]. Further, a subset of p53 missense mutants have been shown to possess a variety of novel gain-of-function properties. When expressed in a p53-null background, these p53 mutants confer accelerated cell growth *in vitro* [15–21], increased tumorigenicity in mouse xenograft models [16,20,22–24], anti-apoptotic effects and chemoresistance [25–30], exacerbated genomic instability [25,31–33], enhanced somatic cell programming [34], disruption of tissue architecture [35], and increased migration, invasion and metastasis [16,36,37]. Although the mechanism(s) contributing to these gain-of-function effects are still under investigation, several models have been proposed. Firstly, a subset of tumor-derived p53 mutants physically interact with a host of cellular proteins such as p63/73, MRE11, PML and Pin1 [38]. Interaction between mutant p53 and the p53 family members p63/73 leads to altered activities of these sequence-specific transcription factors and contributes to promotion of chemoresistance, migration, invasion and metastasis [36,37]. Alternatively, mutant p53 may also transcriptionally regulate a novel set of genes, many of which are involved in increasing cell proliferation, inhibiting apoptosis, promoting chemoresistance, and regulating metabolism as well as cell-cell/cell-ECM signaling pathways [13,38–40]. The altered target affinity in transcriptional regulation by mutant p53 is postulated to be mediated through interaction with other sequence-specific transcription factors, thus inducing or repressing their target gene expression.

Although the majority of studies characterizing the gain-of-function properties of mutant p53 have been conducted using cell culture systems, a variety of genetically engineered mouse tumor models have also been developed for examining the effects of mutant p53 *in vivo*. For example, when p53 R172H, which is equivalent to the hot-spot human p53 R175H mutant (a conformational mutation), was expressed in the epidermis [41] or mammary glands [42] of transgenic mice, accelerated carcinogen-induced skin or mammary tumorigenesis was observed in the corresponding mouse models. These mutant p53-expressing tumors also demonstrated features of advanced malignancy when compared to wild-type p53-expressing counterparts. Knock-in mouse models of p53 R172H and R270H (a hot-spot DNA contact mutant, equivalent to human R273H) have also been generated by two different groups, allowing for a comparison of the effects of null versus gain-of-function mutants on the tumor phenotype of these mice [45,46]. Although survival time was not significantly different between mice harboring the mutant p53 alleles and p53-deficient mice, mutant p53 knock-in mice displayed an altered tumor spectrum, with a greater number of mice developing carcinomas, and the tumors that arose metastasized with a much higher frequency [43,44].

Although the mutant p53 knock-in mice allowed for the comparison of tumorigenesis and tumor properties in mice carrying p53 null and p53 gain-of-function alleles, direct comparisons within a particular tumor type were complicated by the fact that mice in these models develop multiple tumor types. We therefore sought to create animal models that would allow for a head-to-head comparison of the effects of p53 null and gain-of-function mutations within the context of a single tumor type. Our lab previously utilized the MMTV-v-Ha-*ras* (MMTV-*Hras*) transgenic mouse mammary/salivary tumor model [45] crossed with p53 null mice [3] to study the influence of p53 loss on tumorigenesis and tumor properties. While the MMTV-*Hras/p53* ^*+/+*^ mice develop both mammary and salivary tumors, salivary tumorigenesis was greatly accelerated in the MMTV-*Hras/p53* ^*-/-*^ mice. The MMTV-*Hras/p53* ^*-/-*^ salivary tumors had higher histopathological grades, growth rates, S-phase fractions, and genomic instability than the MMTV-*Hras/p53* ^*+/+*^ tumors [46]. In addition, the MMTV-*Hras/p53* ^*+/+*^ tumors responded better to doxorubicin treatment than the MMTV-*Hras/p53* ^*-/-*^ tumors, due to a decrease in S phase fraction and an increase in G_1_ phase fraction, effects which were absent in the treated MMTV-*Hras/p53* ^*-/-*^ tumors [47]. No significant difference in apoptotic levels was identified in this tumor model, regardless of the *p53* status and treatment, likely due to the anti-apoptotic effects of the activated Ras signaling pathways driving tumorigenesis in this model.

In the current study, we have included p53 R172H as the third p53 status in this tumor model by crossing the *MMTV-Hras* mice to p53 R172H knock-in mice [46], and have performed head-to-head comparisons of the effects of the three classes of p53 status on salivary tumorigenesis, tumor properties, and tumor response to doxorubicin. While the MMTV-*Hras/p53* ^*+/+*^ tumors differed significantly from both the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors in these measurements, p53 null and R172H tumors exhibited very similar properties. We also performed gene expression profiling on salivary tumors of the three genotypes and identified the differentially regulated genes among the three classes. Again, the p53^+/+^ tumors clustered separately from the other two classes, but there were relatively few gene expression differences between the p53 null and R172H tumors. These results indicate that, within the context of activated Ha-*ras* expression in the mouse salivary gland, the primary effect of p53 R172H mutation is the loss of wild-type p53 function, with little discernable gain-of-function effect on tumorigenesis.

## Materials and Methods

### Ethics Statement

All animal studies and care were performed under the guidelines of the Virginia Commonwealth University (VCU) Institutional Animal Care and Use Committee (IACUC), in accordance with the principles and procedures outlined in the National Research Council “Guide for the Care and Use of Laboratory Animals” under Assurance Number A3281-01. Specific approval for these studies was granted by the VCU IACUC under protocol #AM10313, entitled “Molecular Genetics of Tumorigenesis in Transgenic Mice”. Pain and distress resulting from tumor development was minimized by euthanizing any mouse with a palpable tumor of 2500mm^3^ or displaying indications of morbidity.

### Generation of MMTV-*Hras*, MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ mice

MMTV-*Hras* and MMTV-*Hras/p53* ^*-/-*^ mice were generated as described in [46], and have been maintained on a Balb/c x C57BL/6 (CB6) genetic background for >30 generations (including multiple generations of breeding of colony mice to purchased CB6F1 mice.) *p53* ^*R172H/+*^ mice were generously provided by Dr. Gigi Lozano (The University of Texas MD Anderson Cancer Center) [44]. To generate MMTV-*Hras/p53* ^*R172H/R172H*^ mice, *p53* ^*R172H/+*^ mice on a C57BL/6 background were initially mated to MMTV-*Hras/p53* ^*+/-*^ mice on a CB6 background. The colony was subsequently maintained on the C57BL/6 x BALB/c mixed background by interbreeding of mice from this colony. Mice were genotyped by PCR for determination of *ras* transgene and p53 status [44,46].

### Identification of salivary tumor onset and measurement of tumor weight

Mice were monitored visually or by palpation 2–3 times weekly for the presence of tumors arising from the salivary glands (parotid, submandibular, and sublingual glands). Once a tumor was detected, tumor size was measured (3 times per week initially and daily as the tumor became larger) by caliper measurement of the width and length of the tumor. Tumor weight was estimated using the formula: tumor weight (mg) = (L x W^2^)/2, where L is the length and W is the width of the tumor in mm. Tumor-bearing mice were sacrificed when the weight of the tumor approached 2500 mg (or smaller for some studies) and the tumor was dissected out. The tumor mass was then cut into multiple sections, one of which was placed in 10% formalin and the rest into 1.2 ml cryovials which were then flash frozen in liquid nitrogen and stored at -80°.

### Analysis of age of tumor onset and tumor growth rates

Age of tumor onset data were recorded for all male MMTV-*Hras/p53* ^*+/+*^, MMTV-*Hras/p53* ^*-/-*^, and MMTV-*Hras/p53* ^*R172H/R172H*^ mice. The survival function was used to calculate the salivary tumor-free survival for each group of mice using GraphPad Prism 4. Mice that died or were sacrificed without developing a salivary tumor were censored in the survival analysis. Only tumors with initial palpable size <500 mg were used to calculate mean tumor weights for plotting tumor growth curves.

### Immunoblotting and immunohistochemistry

For immunoblotting, tumor protein was extracted from frozen tissue using PIERCE RIPA buffer, supplemented with additional 1X protease inhibitor cocktail containing 50mM NaF, 1mM Na_3_VO_4_, 17.5mM β-glycerophosphate, and 1mM PMSF (Calbiochem). For immunohistochemistry, tumor tissues fixed in 10% phosphate-buffered formalin were transferred to 70% ethanol after 48 hours to preserve antigens. Fixed tumor tissues were paraffin embedded and cut into 5μm sections for staining. Primary antibodies and dilution used for immunoblotting include: p53 (CM5, Novocastra) at 1:1000; p19ARF (ab80, Abcam) at 1:1000; p16 (M-156, Santa Cruz Biotech) at 1:1000; p15 (K-18, Santa Cruz Biotech) at 1:1000 and Actin (C-11, Santa Cruz Biotech) at 1:1000. HRP-conjugated Secondary antibodies (Jackson ImmunoResearch Laboratories) were used at 1:2000 dilution. An enhanced chemiluminescence (ECL) assay (PerkinElmer) was used and documented either on Kodak X-Omat Blue XB-1 film or by an AlphaEase digital imaging system (Alpha Innotech). Primary antibodies and dilution used for immunohistochemistry include: Ki-67 (Clone SP6, Lab Vision) at 1:200; cleaved caspase 3 (Biocare Medical) at 1:100; p53 (CM5, Novocastra) at 1:100.

### Characterization of tumor response to doxorubicin

A subset of salivary tumor-bearing mice in each genotypic group were treated with doxorubicin. When the weight of the tumor reached 500–700 mg, the mouse was subjected to a 9-day treatment schedule at a dose of 2 mg/kg doxorubicin/day, injected IP. During the treatment period, tumor dimensions were measured daily and tumor weight calculated the same way as in the tumor growth analysis. Only tumors with initial palpable size <800 mg were used to calculate mean tumor weights for plotting tumor growth curves.

### Gene expression profiling by microarray analysis

For RNA extraction, 20–40 10 μm frozen sections from each candidate tumor were collected. RNA was extracted using TRIZOL reagent (Invitrogen Life Technologies), according to the manufacture’s protocols. Total RNA isolated from the tumor sections was subjected to a cleanup step using the RNeasy Mini Kit (Qiagen). Microarray analysis was performed using the Affymetrix GeneChip platform and the Mouse 430A 2.0 array according to the Affymetrix standard protocol. Multiple levels of data analysis were performed in the BRB-ArrayTools software, version 3.5.0 (Richard Simon & Amy Peng Lam, Biometric Research Branch, Division of Cancer Treatment and Diagnosis, NCI). The probe-level microarray data (in .CEL files) were collated in BRB-ArrayTools using the RMA (Robust Multi-chip Average) method. Microarray data used in this study are deposited in the Gene Expression Ominibus (GEO) database with accession # GSE59452.

### Validation of microarray data by quantitative PCR

3 μg of total RNA from each tumor sample was loaded in each RT reaction, using the SuperScript III First-strand Synthesis system (Invitrogen Inc.) according to the manufacture’s protocol, and oligo(dT) was selected to prime the RT reactions. Primers for the real-time PCR assays were designed using the Primer Express Version 3.0 software (Applied Biosystems) using the standard melting temperature (60°C) and at least one of the two primers for each gene was selected to span an exon-intron boundary, to avoid amplifying genomic DNA contaminants. The real-time PCR assay was performed on the Applied Biosystems 7500 Real-time PCR System (Applied Biosystems). The Relative Standard Curves method was used as the study design for the quantitative PCR assay (Real-Time PCR Systems Chemistry Guide, Applied Biosystems). β-actin was used as the internal control. The raw data were analyzed in the Sequence Detection Software Version 1.3.1 (Applied Biosystems) according to the manufacture’s protocol. Sequences of the primers used in the quantitative PCR assays are listed in S7 Table.

## Results

### Age of tumor onset for mice of each p53 genotype

To determine the potential differential effects of p53 loss-of-function and gain-of-function mutations on tumor phenotype within the context of a single tissue of origin (salivary tumors arising in MMTV-*Hras* male transgenic mice), we generated cohorts of mice of the following genotypes: MMTV-*Hras/p53* ^*+/+*^, MMTV-*Hras/p53* ^*-/-*^, and MMTV-*Hras/p53* ^*R172H/R172H*^. Although female MMTV-*Hras/p53* ^*+/+*^ mice develop primarily mammary tumors, male mice of this genotype develop primarily salivary tumors (at a later average age of tumor onset). However, we have previously shown that when bred to p53 knock-out mice, both males and females of the MMTV-*Hras/p53* ^*-/-*^ genotype develop primarily salivary tumors due to an acceleration of salivary but not mammary tumorigenesis in this model [46]. We observed a similar prevalence of salivary tumorigenesis in the MMTV-*Hras/p53* ^*R172H/R172H*^ mice. Therefore, in order to compare tumors of a single cell type of origin arising in mice of a single gender, we restricted our analysis to salivary tumorigenesis in male mice of each of the three genotypes. (A small number of female mice were also used for some of the analyses, and no recognizable difference in the salivary tumor properties characterized between the two genders was observed.)

S1 Table summarizes the mice used for the age of tumor onset analysis. Significant fractions of the *p53* ^*-/-*^ and *p53* ^*R172H/R172H*^ mice developed symptoms indicating the presence of lymphomas and/or sarcomas prior to the development of salivary tumors, consistent with previous reports of the prevalence of these tumor types in *p53* ^*-/-*^ and *p53* ^*R172H/R172H*^ mice lacking the MMTV-*Hras* transgene [2–5,43,44], which necessitated sacrifice of the mice. Because the tumor spectrum in both *p53* ^*-/-*^ and *p53* ^*R172H/R172H*^ mice has already been well-characterized [3,4,43,44,48], we did not analyze tumor types in animals lacking salivary tumors. In addition, 38 MMTV-*Hras/p53* ^*+/+*^ mice (of a total of 114) without salivary tumors were sacrificed due to development of Harderian gland tumors, consistent with previous reports [45]. Animals developing lymphomas, sarcomas or Harderian gland tumors were censored from the dataset used for Kaplan-Meier analysis. With a similar total starting number of mice in each genotypic group, the mean ages of salivary tumor onset in the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ mice were much earlier than in the MMTV-*Hras/p53* ^*+/+*^ mice and the overall salivary tumor incidence was much higher than in the MMTV-*Hras/p53* ^*+/+*^ mice. As shown in Fig. 1 and S1 Table, the median time to salivary tumor onset was 177 days for the MMTV- *Hras/p53* ^*+/+*^ mice, 68 days for the MMTV-*Hras/p53* ^*-/-*^ mice and 109 days for the MMTV-*Hras/p53* ^*R172H/R172H*^ mice. We observed a statistically significant difference between the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ mice in age of tumor onset (*p* = 0.0261, Log-rank test), with a slightly delayed tumor onset in the MMTV-*Hras/p53* ^*R172H/R172H*^ mice. However, both the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ mice developed salivary tumors much more rapidly than the MMTV-*Hras/p53* ^*+/+*^ mice (*p*<0.0001, Log-rank test).

**Fig 1:**
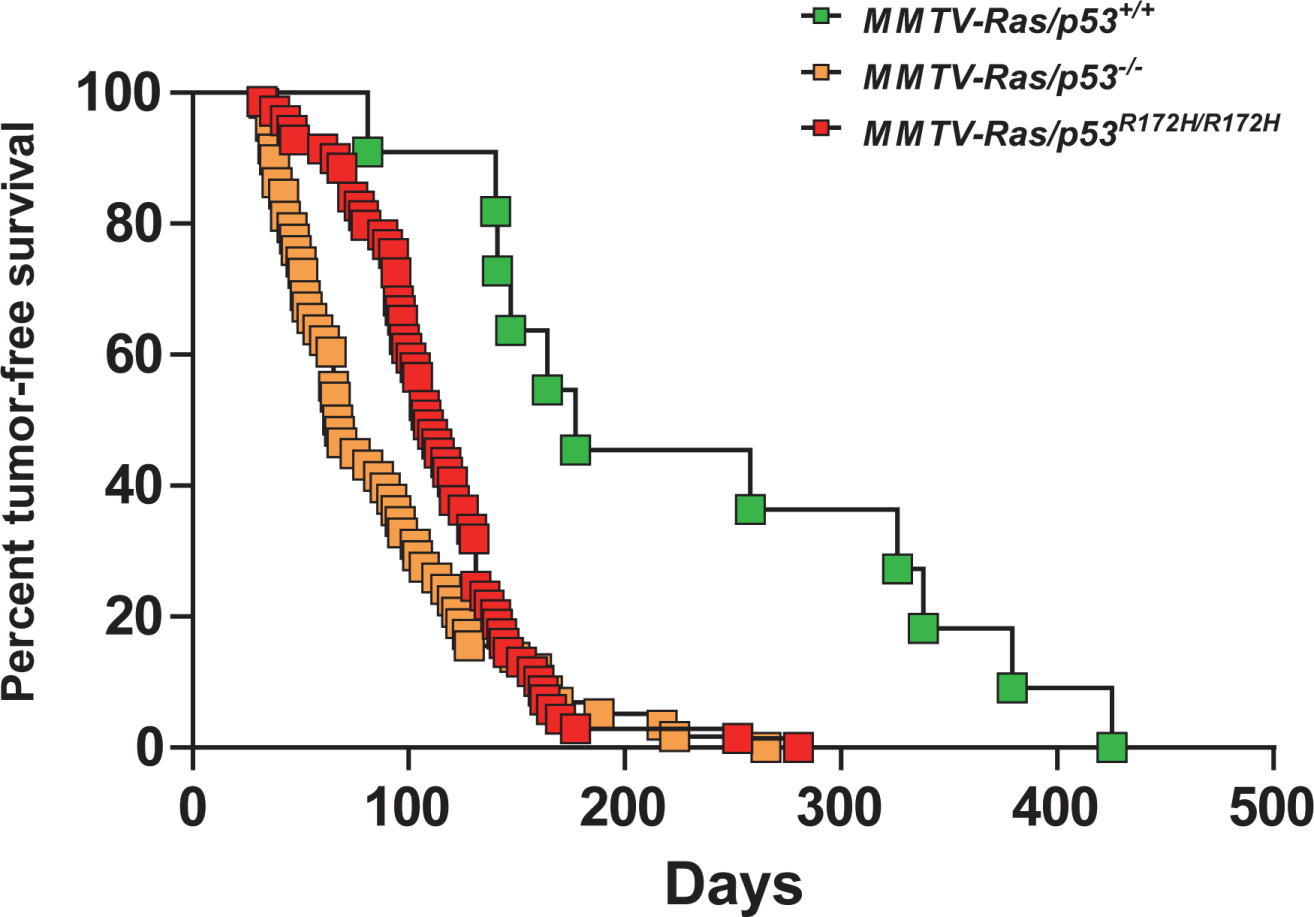
Kaplan-Meier analysis of salivary tumor-free survival. The proportion of tumor-free mice as a function of time for MMTV-*Hras/p53* ^*+/+*^ (green), MMTV-*Hras/p53* ^*-/-*^ (yellow), and MMTV-*Hras/p53* ^*R172H/R172H*^ (red) male mice are shown, based upon the age at which a palpable salivary tumor was first detected.

To exclude the possibility that tumors from the MMTV-*Hras/p53* ^*+/+*^ mice had acquired somatic mutations in the *p53* gene which might confound our subsequent analyses, exons 5–9 of the *p53* locus of 4 MMTV-*Hras/p53* ^*+/+*^ salivary tumors (all of which were used for the subsequent microarray analysis) were sequenced, and no *p53* mutations were detected (data not shown).

### Growth rates for tumors of each p53 genotype

We have previously shown that salivary tumors arising in MMTV-*Hras/p53* ^*-/-*^ mice have growth rates that are nearly double those of salivary tumors arising in MMTV-*Hras/p53* ^*+/+*^ mice [46]. To determine whether a p53 gain-of-function mutation further accelerates the tumor growth rate, the growth of multiple independent salivary tumors arising in mice of each of the three different genotypes (MMTV-*Hras/p53* ^*+/+*^, MMTV-*Hras/p53* ^*-/-*^, and MMTV-*Hras/p53* ^*R172H/R172H*^) was compared (Fig. 2; S1 Fig.). Tumor growth data from 26 MMTV-*Hras/p53* ^*+/+*^ tumors (16 from males and 10 from females), 34 MMTV-*Hras/p53* ^*-/-*^ tumors (21 from males and 13 from females), and 39 MMTV-*Hras/p53* ^*R172H/R172H*^ tumors (35 from males and 4 from females) was obtained. The mean tumor growth curves for each genotype are shown in Fig. 2, and the individual tumor growth curves are shown in S1 Fig. The growth of most of the salivary tumors roughly followed an exponential growth pattern, which indicates the existence of constant doubling times of these tumors. The MMTV-*Hras/p53* ^*+/+*^ tumors grew significantly slower than the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, as was previously reported for the comparison of MMTV-*Hras/p53* ^*+/+*^ and *Hras/p53* ^*-/-*^ tumors [46]. However, there was no significant difference between the growth rates of the *Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors.

**Fig 2:**
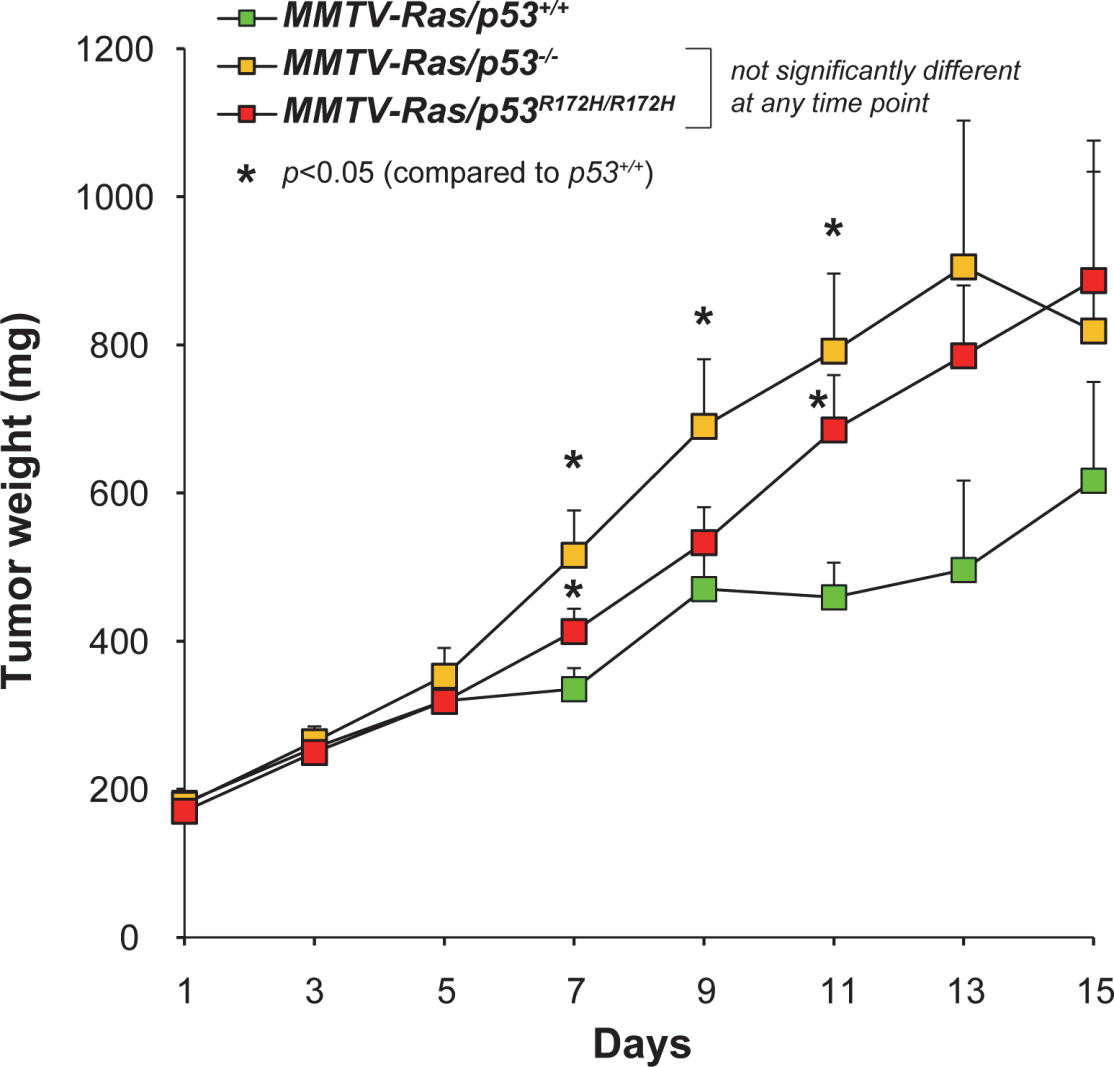
Tumor growth rates. Tumor growth rates over time (days) measured as calculated weight (mg) for each of the three groups of tumors were plotted. Each data point represents the mean ± SEM.

### p53 protein levels in tumors of each genotype

To confirm that mutant p53 was expressed and stabilized in the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, and to characterize the expression patterns of mutant p53 protein in the tumor tissues, western blotting and immunohistochemical analysis were performed on tumors of each genotype, using an antibody that detects both wild-type and mutant p53. Western blot analysis showed that mutant p53 was present in very high levels in all of the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors tested, whereas p53 was barely detectable in the MMTV-*Hras/p53* ^*+/+*^ tumors and completely absent in the MMTV-*Hras/p53* ^*-/-*^ tumors (Fig. 3A). Immunohistochemical staining with the same antibody on the tumor sections showed that while p53 was undetectable in both MMTV-*Hras/p53* ^*+/+*^ and MMTV-*Hras/p53* ^*-/-*^ tumors, the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors displayed a relatively uniform, high level of p53 in the nucleus of tumor cells, but not in the adjacent stromal cells (Fig. 3B).

**Fig 3:**
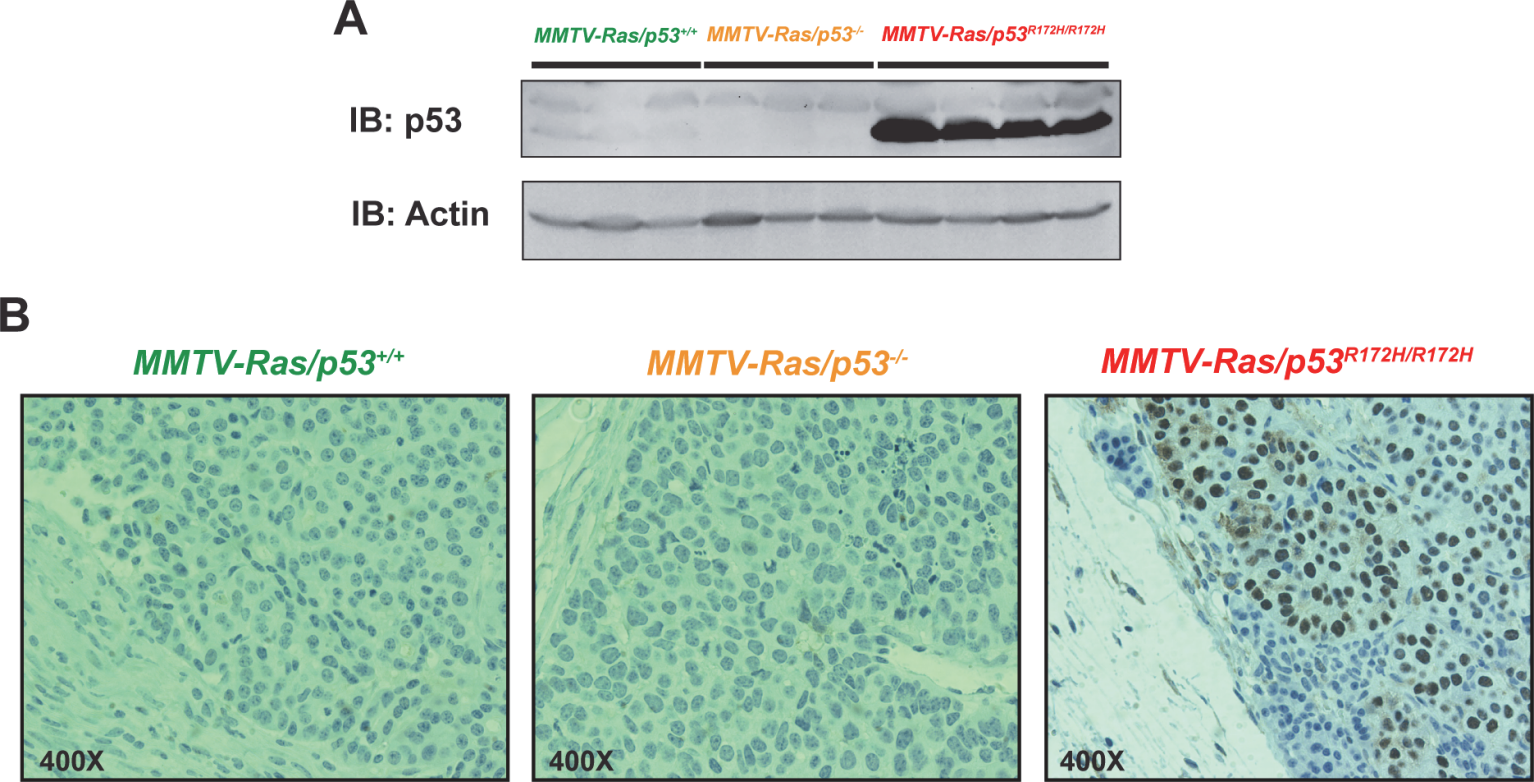
p53 protein levels in tumors of each genotype. (A) Western blot analysis of p53 using an antibody that detects both wild-type and mutant p53 (CM5). From left to right: 3 MMTV-*Hras/p53* ^*+/+*^, 3 MMTV-*Hras/p53* ^*-/-*^, and 4 MMTV-*Hras/p53* ^*R172H/R172H*^ tumors. (B) Immunohistochemical staining with the CM5 anti-p53 antibody in a representative tumor of each of the three genotypes.

### Tumor histology

We have previously shown that in this MMTV-*Hras* transgenic mouse tumor model, absence of p53 resulted in tumors with higher histologic grades [46]. To determine whether p53 loss-of-function and gain-of-function mutations differentially affected tumor histopathology, formalin-fixed tumor samples from the three genotypic groups were embedded in paraffin blocks, and sections were stained with hematoxylin and eosin and subjected to microscopic evaluation. A set of morphological parameters were evaluated using a 3-point grading system. We assessed the nuclear/cytoplasmic ratio, the degree of nuclear pleomorphism, and overall tumor architecture. We also took in account the presence of a spindle cell morphology, and whether “giant cells”, which display remarkably enlarged cell and nucleus areas, were present. Mitotic activity, percentage of tumors with apoptotic cells, and degree of necrosis were also estimated. The results are summarized in S2 Fig. In general, tumors of each of the three genotypes were well-localized and encapsulated with no signs of metastasis, and were composed of nests and cords of poorly differentiated carcinoma cells. The MMTV-*Hras/p53* ^*+/+*^ tumor cells were relatively uniform in size and shape, while both the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumor cells displayed more variability in cell and nuclear size and shape and less evenly distributed chromatin in the nucleus (Fig. 4). When nuclear/cytoplasmic ratio, level of pleomorphism, and cellular architecture were measured using a 3-point grading system, the MMTV-*Hras/p53* ^*+/+*^ tumors were assigned a lower grade on average than the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, although the differences were not statistically significant (S2 Fig. A). The MMTV-*Hras/p53* ^*+/+*^ tumors contained fewer cells with mitotic figures than the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, while the latter two groups were indistinguishable (S2 Fig. E). It is also noticeable that there were high levels of variation in all of the four measurements, indicating the existence of significant heterogeneity in the histopathology of these tumors. Proportions of tumors displaying features of spindling (S2 Fig. B) and apoptosis (S2 Fig. D), as well as those containing “giant cells” with greatly enlarged cell and nuclear size are also summarized (S2 Fig. C). Similarly higher fractions of the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors demonstrated features of spindling than the MMTV-*Hras/p53* ^*+/+*^ tumors. Interestingly, the “giant cells” represented a slightly higher fraction of the tumor cells in the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors than in the other two groups of tumors. There was no significant difference in the fractions of tumors demonstrating apoptosis among the three genotypic groups. As the levels of apoptosis in individual tumors were not taken into account in this analysis, the result has limited value as to measure the representative apoptotic levels. The levels of necrosis were also estimated. Compared to the MMTV-*Hras/p53* ^*+/+*^ and MMTV-*Hras/p53* ^*-/-*^ tumors, the MMTV-Hras/*p53* ^*R172H/R172H*^ tumors displayed higher levels of necrosis (S2 Fig. F).

**Fig 4:**
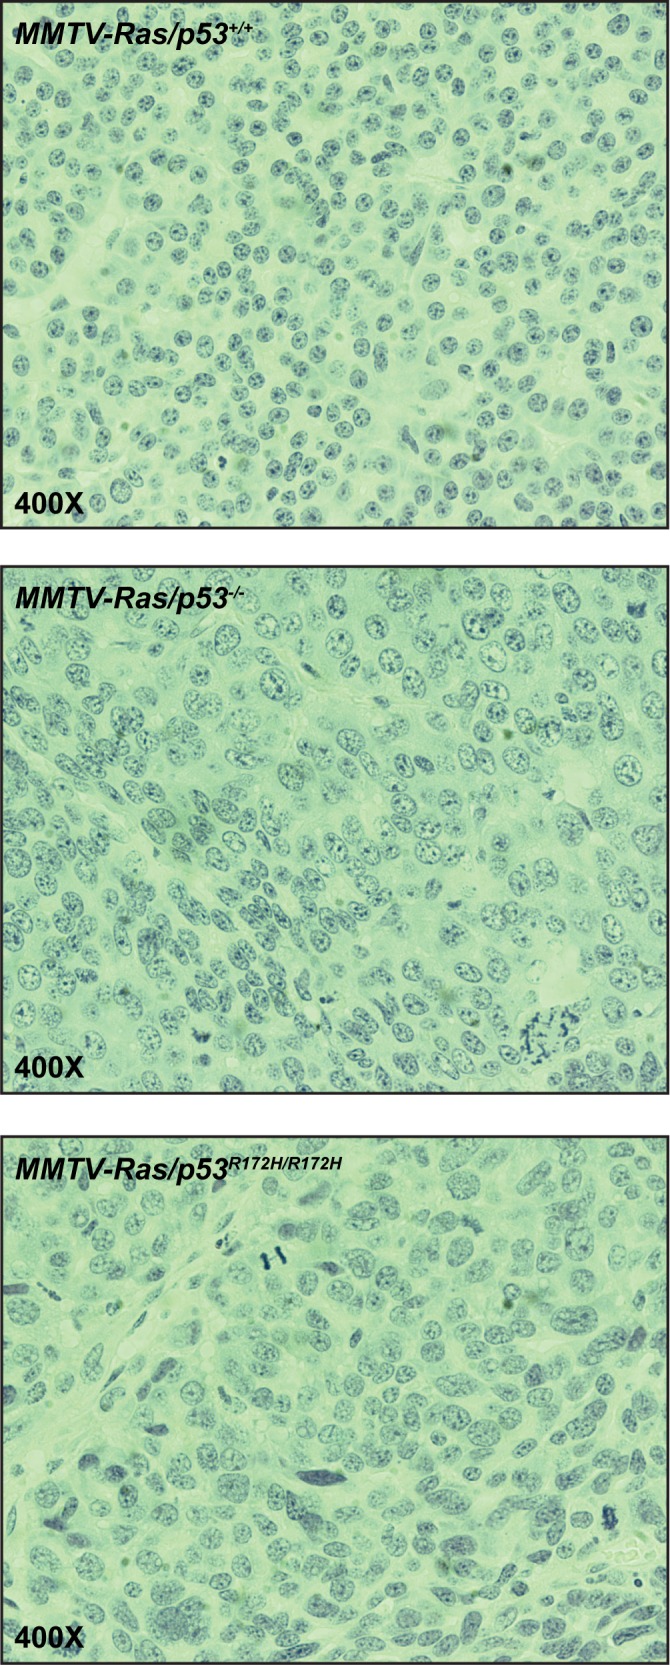
H&E staining of representative tumor of the three genotypes. Top: MMTV-*Hras/p53* ^*+/+*^; middle: MMTV-*Hras/p53* ^*-/-*^; bottom: MMTV-*Hras/p53* ^*R172H/R172H*^.

### Cell cycle and apoptosis studies

We previously showed that MMTV-*Hras/p53* ^*-/-*^ tumors had a significantly higher fraction of cells in the S and G_2_/M phases of the cell cycle, with a corresponding decrease in the fraction of cells in G_1_, compared to MMTV-*Hras/p53* ^*+/+*^ tumors [46]. To compare the effect of p53 loss-of-function and gain-of-function mutations on tumor cell proliferation, tumors of each genotype were immunohistochemically stained with an antibody for the proliferation marker Ki-67. However, there was extensive heterogeneity in the Ki-67 staining across the entire set of tumor samples. Frequently, tumors from the same genotypic group (S3 Fig. A), or even different regions of the same tumor (S3 Fig. B), displayed highly variable fractions of Ki-67-positive cells. The staining ranged from a complete lack of staining to staining of almost every cell. This variation hampered accurate assessments of the representative fraction of proliferating cells of each genotypic group. However, there were no grossly recognizable differences in the overall staining patterns of the three groups of tumors.

Previous studies also demonstrated that apoptosis levels were constitutively low in the tumors with the MMTV-*Hras* transgene regardless of whether they were *p53* ^*+/+*^ or *p53* ^*-/-*^, likely due to the anti-apoptotic effects of the pathways downstream of activated Ras [46]. To investigate whether the same scenario holds true for tumors bearing the *p53* ^*R172H*^ mutation, we examined the levels of spontaneous apoptosis in the three groups of tumors by staining the tumors immunohistochemically with an antibody specific for cleaved caspase 3 (Cc3), which is the activated version of a key apoptosis mediator. As for the Ki-67 staining, there was also significant variation in the staining patterns for Cc3, either among different tumors, or among different regions of the same tumor. Cc3 immunostaining revealed low indices of apoptosis in all three genotypic groups of tumors (data not shown).

### Tumor response to doxorubicin

It is well established that p53 mutation confers resistance of tumor cells to a wide range of chemotherapeutic agents [38], and several studies have demonstrated increased chemoresistance in tumors expressing gain-of-function p53 mutants compared to those lacking p53 altogether [17,20,21,25,29]. We have previously shown that tumors arising in MMTV-*Hras/p53* ^*-/-*^ mice are significantly impaired in their response to doxorubicin compared to those arising in MMTV-*Hras/p53* ^*+/+*^ mice [47]. To determine whether the p53 R172H gain-of-function mutation promoted further resistance to doxorubicin, a subset of salivary tumor-bearing mice from each of the three genotypic groups was treated with doxorubicin for 9 consecutive days, and the effects on tumor growth were measured (Fig. 5; S4 Fig.). As we previously reported, the growth of MMTV-*Hras/p53* ^*+/+*^ tumors plateaued following the first day of treatment, with some of the tumors actually regressing during the 9-day treatment period. In contrast, both the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors continued to grow with unaltered rates for 3–4 days, after which the growth of most of the tumors began to plateau. Although the average size of the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors at the initiation of treatment was larger than that of the MMTV-*Hras/p53* ^*-/-*^ tumors, the overall shape of the tumor response curves was nearly superimposable. Interestingly, 3 of the 18 MMTV-*Hras/p53* ^*R172H/R172H*^ tumors in the treatment study exhibited no plateau phase and continued to grow at an unaltered rate during the 9-day treatment period (S4 Fig.).

**Fig 5:**
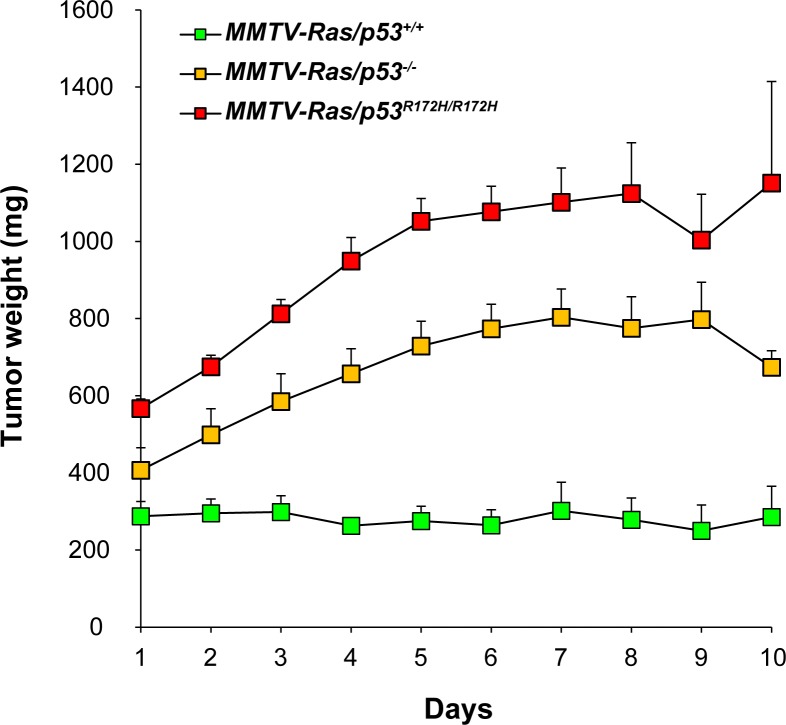
Tumor growth responses to doxorubicin. Tumor-bearing mice were treated for nine consecutive days with doxorubicin (2 mg/kg), and tumor growth was monitored daily by caliper measurements. Tumor growth rates over time (days) measured as calculated weight (mg) for each of the three groups of tumors were plotted. Each data point represents the mean ± SEM.

### Gene expression profiling of tumors with different p53 status

To compare the gene expression profiles of tumors with different p53 genotypic status and identify genes differentially regulated, 4 tumors from each genotypic group were analyzed using Affymetrix GeneChip oligonucleotide arrays. 

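RNA from 12 salivary tumors was hybridized to Affymetrix mouse arrays, 1 array per tumor: 4 tumors with wild-type p53 (WT1 to WT4), 4 without p53 (KO1 to KO4) and 4 homozygous for p53 R172H (MT1 to MT4). An array of this kind reads each transcript through 1 or more probe sets, which are groups of short oligonucleotides. The values used are log2 expression levels, which by the paper's methods were made by RMA, a method that corrects the background, brings the arrays to a common distribution and summarizes the probes of each probe set. Of the 22690 probe sets, 64 control probe sets were left out, and each of the other 22626 was compared between genotypes with limma, which fits 1 mean per genotype and moderates the spread between tumors across probe sets. Adjusted p-values are those of Benjamini and Hochberg over all probe sets tested, with 0.05 as the threshold, and every difference is given on the log2 scale with its standard error (SE). The number of arrays, 4 per genotype, limits the precision. The sources number the tumors but do not say whether each came from a different mouse, so the p-values measure the spread between these tumors.
The MT tumors fell into 2 groups by the poly-A controls, which are bacterial transcripts that can be added to an RNA sample before it is labeled. The mean level of their 27 probe sets was 10.38 to 10.56 in MT1, MT2 and MT3 and 3.98 to 4.23 in the other 9 tumors, MT4 included, and all 27 probe sets parted the tumors in this way. This parting is called the labeling batch here. It is inferred from these controls alone, and no source used here names such a batch. By it the WT and KO tumors lie on the same side, and the MT tumors on both. Other signs of RNA quality differed between WT and KO tumors, and their effect was not tested: the mean level of 18S ribosomal RNA was 8.90 to 9.33 in WT1, WT2 and WT3, 7.51 in WT4, 7.36 to 8.03 in KO tumors, 6.41 to 6.59 in MT1, MT2 and MT3 and 7.66 in MT4, and the 3' minus 5' difference of actin was 1.05 in KO4 and 0.17 to 0.58 in the other tumors. Beside results for MT tumors a within-batch value is given, from a limma fit with the labeling batch as a block. This value rests on MT4, the only MT tumor of its batch, which is assumed to vary as the other tumors do.

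**Figure D1:**
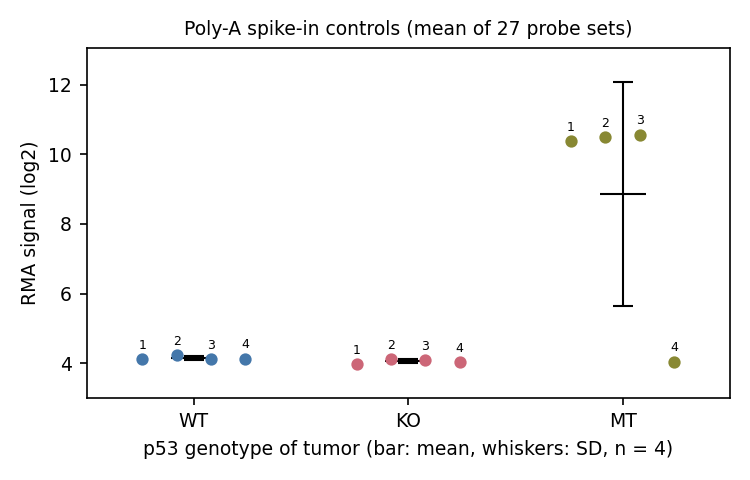
Mean log2 level of the 27 poly-A control probe sets in each of the 12 tumors, 1 point per tumor, numbered within its genotype, with bars for the group means and whiskers for the SD (n = 4). MT1, MT2 and MT3 lie at 10.38 or above and the other 9 tumors at 4.23 or below.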

After the model-based expression summaries were obtained, an unsupervised hierarchical clustering analysis of the 12 tumor samples was conducted and is summarized in Fig. 6A. 

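Over all 22626 probe sets, the WT tumors resembled one another on average more than they resembled KO or MT tumors. After each probe set was centered on its mean over the 12 tumors, the Pearson correlation averaged 0.214 over the 6 pairs of WT tumors, with a range from 0.025 to 0.604. It averaged -0.258 over the 16 pairs of a WT and a KO tumor (-0.391 to -0.154) and -0.195 over the 16 pairs of a WT and an MT tumor (-0.394 to 0.133), so that the ranges of WT pairs and of WT with MT pairs overlapped. The genes with the largest differences between WT and KO tumors included Prpmp5 and Dcpp1, which encode secreted salivary proteins and were higher in WT tumors by 4.91 (SE 0.63, adjusted p = 0.00675 from limma) and 3.16 (SE 0.57, adjusted p = 0.0183 from limma). Mdk, which encodes the growth factor midkine, and Fgg, which encodes the gamma chain of fibrinogen, were lower in WT tumors, with WT minus KO differences of -4.97 (SE 0.35, adjusted p = 0.00029 from limma) and -4.40 (SE 0.94, adjusted p = 0.0283 from limma). Average-linkage clustering on 1 minus this correlation placed the 4 WT tumors on a branch of their own. The mean distance between WT and KO tumors exceeded that within the genotypes by 0.399 (1-sided exact permutation test over the 35 splits of 8 tumors, p = 0.0286, the smallest p that 4 tumors against 4 allow).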

As expected, the 4 samples with wild-type p53 fell into a tight cluster, which indicates close similarity within the gene expression profiles of this group. On the other hand, this unsupervised clustering method failed to separate the MMTV-*Hras/p53* ^*-/-*^ or MMTV-*Hras/p53* ^*R172H/R172H*^ tumors into distinct groups, signifying the lack of significant numbers of genes that are consistently differentially expressed between the p53-null and mutant p53 tumors. This suggests that the primary effect of the R172H mutation is the disruption the DNA-binding domain and subsequent gene-regulation capacity of wild-type p53.

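The KO and MT tumors did not part by genotype. Below the WT branch, 1 branch held KO1, KO4 and MT4, and the other held KO2, KO3, MT1, MT2 and MT3. These branches also parted by the mean level of the hybridization controls, which are added just before hybridization. It was 10.04 to 10.15 in KO1, KO4 and MT4 and 8.88 to 9.40 in KO2, KO3, MT1, MT2 and MT3. Whether this level shaped the branches was not tested, so the clustering alone does not show that the genotypes are alike. KO tumors correlated with one another at 0.067 on average and MT tumors at 0.031, against -0.032 between KO and MT tumors. MT4 stood apart from the other MT tumors, with a mean correlation of -0.226 with them and of -0.011 with the KO tumors. The mean distance between KO and MT tumors exceeded that within the genotypes by 0.0815 (1-sided exact permutation test over the 35 splits, p = 0.143). This excess rested on single tumors, at 0.0432 without MT3 and 0.1875 without MT4 (p = 0.2 and 0.0571 by the same exact test). Without MT4 the clustering still placed MT1, MT2 and MT3 on a branch with KO2 and KO3. Between MT and WT tumors the excess was 0.318 (p = 0.0571 by the same exact test), and with Spearman correlation in place of Pearson it was 0.327 (exact p = 0.0286). With single tumors left out it ran from 0.198 without WT3 to 0.492 without MT4. A within-batch separation cannot be given, since a single MT tumor shares the labeling batch of the KO and WT tumors.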

**Fig 6:**
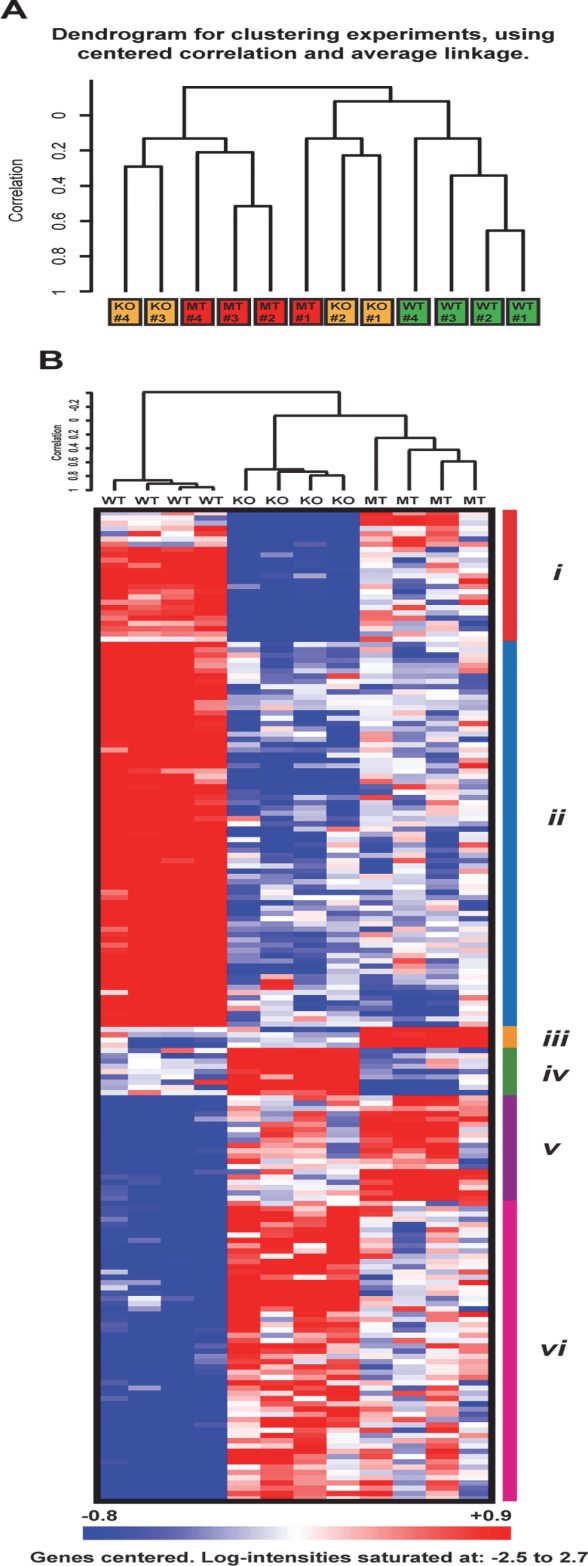
Gene expression profiling analysis of salivary tumors with different p53 status. (A) Unsupervised hierarchical clustering of MMTV-*Hras/p53* ^*+/+*^ (green), MMTV-*Hras/p53* ^*-/-*^ (yellow), and MMTV-*Hras/p53* ^*R172H/R172H*^ (red) tumors based on gene expression profiling. (B) Heatmap of the identified 188 genes through the multi-class comparison function of SAM with a low 1% False Discovery Rate (FDR) and hierarchical clustering. Red represents higher expression levels and blue represents lower levels, while white represents intermediate levels. The 6 sub-clusters identified through visual inspection are marked by color bars on the right (*i-vi*).

As our major interest was to identify differentially expressed genes that may indicate gain-of-function effects, we compared the expression profiles of the three groups of tumors, and tumors with wild-type p53 were used to control for residual wild-type functions of mutant p53. To identify the genes differentially expressed between the three groups, we performed class comparison analysis using Significance Analysis of Microarray (SAM). The multi-class comparison function of SAM gave rise to the identification of 188 genes with a low 1% False Discovery Rate (FDR). 

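Trp53, the 3 probe sets of Ccng1, both probe sets of Cap1, Cdkn2a, Mdk, Trip6 and Zmat3 were among 118 probe sets that a 3-group SAM called at an FDR of 1%. By the clusters that S3 Table gives, these probe sets comprised 55 of the 90 tested members of Cluster ii, 41 of 56 of Cluster vi, 13 of 21 of Cluster v, and 3 each of Clusters i, iii and iv, so that all 118 lay within the 187 probe sets of that table that were tested here. SAM ranks probe sets by the spread between group means over the spread within groups, plus a constant, and estimates the false discovery rate from permuted labels. It was computed here after the published method with 100 permutations and the median number of false calls. The count depended on single tumors of each genotype, at 253 without MT4, 24 without MT3, 27 without MT1, 25 without WT1, 25 without WT3, 32 without KO3 and 39 without KO2. It was 10 with the 90th percentile of false calls and 30 with the constant set to 0, and the limma F test at an adjusted p under 0.01 called 16 probe sets.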

The 188 genes were then subjected to hierarchical clustering to identify co-expressed gene clusters, the result of which is shown in Fig. 6B. By visually examining the pattern of the expression levels across the three genotypic groups, the 188 genes were further categorized to 6 groups (*i* to *vi*). The expression levels and potential meaning of the 6 clusters of genes are summarized in S2 Table and the 188 genes are listed in S3 Table. 

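Averaged over their members, the clusters of S3 Table had distinct profiles over the genotypes. Cluster ii, with 90 tested probe sets, had a mean log2 level of 8.18 in WT tumors, 6.84 in KO tumors and 7.11 in MT tumors. Cluster vi, with 56, had means of 6.99, 8.79 and 8.25 in the same order. Cluster v, with 21, had means of 7.20, 8.41 and 8.75. In Cluster i, whose 7 probe sets include both of Trp53, the means were 8.59, 7.43 and 8.88. In Cluster iv, with 9 probe sets, they were 7.47, 8.90 and 7.27, and in Cluster iii, with 4, they were 6.18, 6.37 and 8.45. MT tumors had the highest mean in 6 of 7 probe sets of Cluster i, 4 of 4 of Cluster iii and 18 of 21 of Cluster v, and lay between the other genotypes in 71 of 90 probe sets of Cluster ii and 55 of 56 of Cluster vi. The study chose these probe sets on the same 12 tumors, so a difference within a cluster is not independent evidence.

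**Figure D2:**
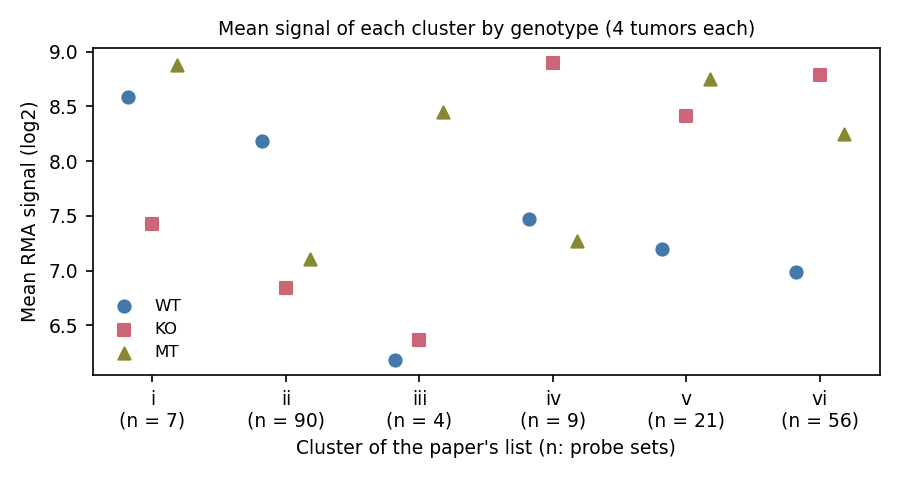
Mean log2 level of the probe sets of each of the 6 clusters in WT, KO and MT tumors, 1 point per genotype, each the mean over 4 tumors. MT tumors are highest on average in Cluster i (8.88), Cluster iii (8.45) and Cluster v (8.75) and close to WT tumors in Cluster iv (7.27 against 7.47).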

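Between WT and KO tumors, Mdk and Trip6, which encode a growth factor and an adaptor protein of cell adhesion sites, were among the genes lower in WT tumors, and Smpdl3a, Ldb3 and St3gal6 among those higher. The WT minus KO difference was -3.54 for Trip6 (SE 0.32, adjusted p = 0.00148 from limma) and 3.57 for St3gal6, a sialyltransferase (SE 0.64, adjusted p = 0.0177 from limma). For Smpdl3a, a phosphodiesterase encoded on chromosome 10, whose genes were higher in WT tumors by a mean of 0.30, it was 2.52 (SE 0.23, adjusted p = 0.00148 from limma). In Clusters i and ii all 7 and all 90 tested probe sets were higher in WT tumors, and in Cluster vi all 56 were lower. Of Cluster iv 7 of 9 were lower (9 when adjusted over the list alone), of Cluster v 15 of 21 (21 over the list alone), and none of the 4 of Cluster iii passed by either count, nor did any of them at an unadjusted p under 0.05. Over all probe sets, limma called 1035, of which 597 were higher and 438 lower in WT tumors, and 5409 had an unadjusted p under 0.05. The majority turned over with dim probe sets left out (257 higher and 347 lower), in fits to the 8 tumors compared (170 and 204) and with a 2-fold minimum (137 and 209). The WT and KO values did not overlap in 911 of the 1035. The count was 196 without WT3 and 269 without WT1, and the largest count over the other 34 splits of these 8 tumors was 2.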

Of the 188 genes, 184 show a clear difference in expression levels between samples with wild-type p53 and without p53 (except the 4 genes in Cluster *iii*), which represent the differentially expressed genes between the wild-type p53 (WT) and p53-null status in this analysis. Of these 184 genes, only a few were previously reported as regulated by wild-type p53, including 3 well-characterized p53 target genes *Cdkn1a (p21)*, *Mdm2*, and *Ccng1*. These genes are listed in S4 Table. 

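Cdkn1a, Ccng1 and Mdm2 were each higher in tumors with wild-type p53 than in tumors without p53. For Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, the WT minus KO difference was 1.45 (SE 0.29, adjusted p = 0.0214 from limma), and for its second probe set it was 1.07 (SE 0.32, adjusted p = 0.077). The 3 probe sets of Ccng1, which encodes cyclin G1, differed by 1.77, 1.61 and 1.39 (adjusted p = 0.00497, 0.00705 and 0.0196 from limma). Mdm2 encodes the ubiquitin ligase that limits p53. It differed by 0.80 at 1 probe set (SE 0.12, adjusted p = 0.0104 from limma) and by 0.27 at the other (adjusted p = 0.212), and it lies on chromosome 10, whose genes as a set were higher in WT tumors. In MT tumors, Ccng1 was lower than in WT tumors at 2 of its 3 probe sets, by MT minus WT differences of -1.84 and -1.43 (both adjusted p = 0.0246 from limma, within-batch differences -1.06 and -1.20 at adjusted p = 0.413 and 0.427). Cdkn1a did not pass between MT and WT tumors at the first of its probe sets (difference -1.47, adjusted p = 0.0565 from limma, within-batch -1.62 at 0.447). Of 35 measured p53 target genes on a fixed list, 7 were higher and 1 was lower in WT than in KO tumors (9 and 3 when adjusted over the list alone). The list as a whole was higher in WT than in KO tumors by a mean of 0.28 (adjusted p = 0.0229 from camera of limma), and did not pass with an estimated correlation (0.409), with each array centered (0.0518), without WT2 (0.056) or without KO2 (0.0554). With fry of limma, another test of lists, it passed in this comparison (adjusted p = 0.00259) and between MT and WT tumors (adjusted p = 0.00146). It was lower in MT than in WT tumors by a mean MT minus WT difference of -0.35 (adjusted p = 0.00114 from camera, adjusted p = 0.125 with an estimated correlation, within-batch difference -0.35 at adjusted p = 0.00672), with 2 genes lower over all probe sets and 12 lower and 2 higher when adjusted over the list alone.

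**Figure D3:**
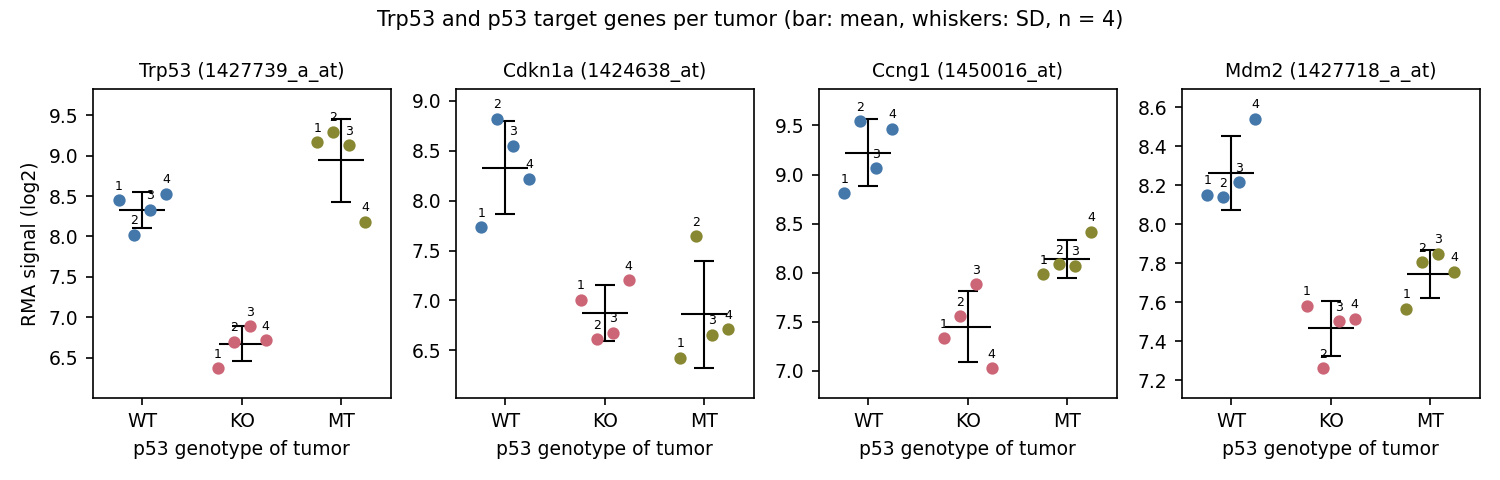
Log2 expression of Trp53, Cdkn1a, Ccng1 and Mdm2 in each of the 12 tumors, 1 point per tumor, numbered within its genotype, with bars for the group means and whiskers for the SD (n = 4). The mean of Cdkn1a is 8.33 in WT, 6.88 in KO and 6.86 in MT tumors, while that of Trp53 is 8.33, 6.67 and 8.94.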

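The other genes of S4 Table fell on both sides. Zmat3 was higher in WT than in KO tumors by 1.23 (SE 0.17, adjusted p = 0.00756 from limma), and Coq8a, listed there as Cabc1, by 0.79 at 1 probe set (SE 0.12, adjusted p = 0.0101 from limma) with 0.12 at its other probe set (adjusted p = 0.471). The 3 probe sets of Igf1, another gene of chromosome 10, were higher by 0.67 to 1.10 (adjusted p = 0.00497 to 0.0239 from limma). Lower in WT tumors were Hs3st1, by a WT minus KO difference of -2.82 (SE 0.51, adjusted p = 0.0183 from limma), Ltbp1, by -2.52 (SE 0.43, adjusted p = 0.0164), and Amotl2, by -0.69 (SE 0.11, adjusted p = 0.0113). Sesn1 and Aen, target genes of p53 outside that table, were each higher in WT tumors by 0.94 (adjusted p = 0.00845 and 0.0127 from limma), Sesn1 being on chromosome 10 as well. Zmat3 was lower in MT than in WT tumors by an MT minus WT difference of -1.07 (adjusted p = 0.0248 from limma, within-batch -1.22 at adjusted p = 0.243).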

To explore potential biological pathways in which these differentially expressed genes may function, this 184 gene-signature was submitted to Ingenuity Pathway Analysis, which identifies the most significantly perturbed signaling and metabolic pathways, molecular networks, and biological processes. The most highly enriched biological functions from the analysis are summarized in S5 Table. The top two networks identified are displayed in S5 Fig. The first network involves biological functions including Cancer, Cell Cycle, and Developmental Disorder, with a score of 37 defined by IPA and 20 focus molecules, where p53 sits right at the center. The second network is enriched for biological functions including Cell Death, Dermatological Diseases and Conditions, and Cancer, with a score of 34 and 19 focus molecules.

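Of the probe sets of Clusters iii and v, 2 of 4 and 19 of 21 were higher in MT than in WT tumors. None of the 25 passed against KO tumors over all probe sets with limma, though with array weights 3 did, all in Cluster iii. Flot2, which encodes a membrane scaffold protein, was higher in MT than in WT tumors by 3.14 (adjusted p = 0.0026 from limma, within-batch 2.45 at adjusted p = 0.104), and higher than in KO tumors by 0.72, which did not pass (adjusted p = 0.473, within-batch 0.02). Col16a1, a collagen gene, was higher in MT than in WT tumors by 1.61 (adjusted p = 0.0191 from limma, within-batch 1.15 at adjusted p = 0.357). In Cluster v, 19 of 21 probe sets were higher in MT than in WT tumors (21 when adjusted over the list alone). The count of 19 fell to 1 without WT1, 2 without WT3, 3 without MT1, 4 without MT2, 1 without MT3 and 2 in fits to the 8 tumors compared, while all 21 passed over the list alone in each of these. With the labeling batch as a block 0 were higher over all probe sets and 20 over the list alone. Against KO tumors none of the 21 passed over all probe sets and 6 were higher over the list alone, and with the block 0 were higher and 1 was lower over the list alone. In Cluster iii, 2 of 4 probe sets, both of Cap1, were higher in MT than in WT tumors (4 over the list alone). Against KO tumors 0 of the 4 passed over all probe sets with limma, and 4 did over the list alone. With array weights 3 of the 4 were higher over all probe sets, and with dim probe sets left out 1 of 3 was. SAM at 10% called both probe sets of Cap1 and that of Ptp4a2. The mean MT minus KO difference of the 4 was 2.09, and 3.13 with the labeling batch as a block. Ptp4a2, a phosphatase, was higher in MT than in KO tumors by 2.17 (adjusted p = 0.0818 from limma, within-batch 2.79 at adjusted p = 0.0811), and Zfp991, a zinc finger gene, by 1.58 (adjusted p = 0.15, within-batch 2.58 at adjusted p = 0.0178).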

Of the 6 gene clusters, Cluster *iii* and *v* define the genes with higher expression levels in the mutant p53-expressing samples than in the wild-type p53-expressing and p53-null samples (S2 Table), which could potentially represent genes contributing to the gain-of-function properties of the p53 R172H mutant. As many of these genes have anti-apoptotic and cell migration-promoting activities (see DISCUSSION), these two clusters represent good candidates for the gain-of-function properties of the p53 R172H mutant, including insensitivity to treatment-induced cell death and elevated metastatic potential. 

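A fixed list of 10 anti-apoptotic genes did not pass in MT tumors, and a fixed list of 26 genes of cell motility and invasion passed against WT tumors alone, and only with Cap1, Etv4 and Mia, which the paper names from these tumors. The anti-apoptotic list is a general one and does not test the paper's statement on genes of Clusters iii and v. It reads Bcl2l1 at the probe set with the highest mean, which is not that of S3 Table. The anti-apoptotic genes, among them Bcl2, Bcl2l1, Mcl1 and Xiap, differed between MT and KO tumors by a mean of -0.10 (adjusted p = 0.421 from camera of limma, within-batch 0.12 at adjusted p = 0.569), and between MT and WT tumors by a mean of -0.02 (adjusted p = 0.966, within-batch 0.20 at adjusted p = 0.309). The motility genes, among them Cap1, Etv4, Mia, Met and Mmp14, were not different between MT and KO tumors by the test (mean 0.16, adjusted p = 0.15 from camera of limma, within-batch 0.01 at adjusted p = 0.523). Their MT minus WT difference had a mean of 0.56 and a median of 0.29 (adjusted p = 0.0161 from camera, adjusted p = 0.686 with an estimated correlation, within-batch 0.41 at adjusted p = 0.0365). Of these 26 genes, 2 were higher over all probe sets and 3 when adjusted over the list alone, and the list no longer passed without WT1 (adjusted p = 0.0599), with array weights (0.127) or with fry (0.101). Marker genes moved in this comparison too, luminal epithelial ones by a mean of 0.43 and macrophage ones by -0.49. WT1 was lowest in the motility and luminal scores (-0.508 and -1.011), and the motility list was not separated from these markers. Without Cap1, Etv4 and Mia, an alternative chosen after the values were seen, the 23 other genes had a mean of 0.28 and did not pass (adjusted p = 0.26 from camera).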

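In Clusters i and iv the MT tumors lay near the WT tumors, and in Cluster vi between WT and KO tumors. The MT mean was nearer to the WT mean than to the KO mean in all 7 probe sets of Cluster i and all 9 of Cluster iv, but in 8 of the 56 of Cluster vi. Dhrs1, a dehydrogenase of Cluster i, was higher in MT than in KO tumors by 1.05, which did not pass (adjusted p = 0.15 from limma, within-batch 1.00 at adjusted p = 0.651). Psap, a Cluster i gene of chromosome 10, was higher by 1.17 (adjusted p = 0.109, within-batch 0.65 at adjusted p = 0.733). In Cluster vi, Phf21a and Nlk lay between the genotypes, with MT minus WT differences of 0.65 (adjusted p = 0.0456 from limma, within-batch 0.70 at adjusted p = 0.411) and 0.64 (adjusted p = 0.0343, within-batch 0.68 at adjusted p = 0.356). Of the 7 probe sets of Cluster i, 2 were higher in MT than in KO tumors, both of Trp53 itself, and 7 when adjusted over the list alone, and with the labeling batch as a block 0 and 7. None of Cluster vi passed between MT and KO tumors over all probe sets, and 12 were lower in MT tumors over the list alone, and with the block 0 by either count. Between MT and WT tumors 10 of Cluster vi were higher in MT tumors and 54 over the list alone, and with the labeling batch as a block 2 and 34.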

Mutant p53-expressing samples retained expression levels similar to those samples with wild-type p53 (Cluster *iv*), or intermediate levels (Cluster *i* and *vi*) for a significant fraction of the remaining genes. This indicates the presence of residual wild-type functions with the mutant p53 in regulating gene expression. However, when examining the overall expression profiles based on these 188 genes, the two groups showing the greatest similarity were the mutant p53-expressing tumors and p53-null tumors, while both showed significant differences from the tumors with wild-type p53, in agreement with the results from the unsupervised clustering of the samples (Fig. 6A). 

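Across the 187 tested probe sets of S3 Table, KO and MT tumors had the most similar group means. The mean absolute log2 difference was 0.552 between KO and MT tumors, 1.14 between WT and MT tumors and 1.445 between WT and KO tumors. The Pearson correlation of the group means across these probe sets, which are not independent replicates, was 0.874, 0.572 and 0.419 in the same order. MT4 alone, the MT tumor that shares the labeling batch of the KO and WT tumors, differed from the KO mean by 0.627 and from the WT mean by 1.063 on average. Over all 22626 probe sets the corresponding group differences were 0.223, 0.297 and 0.328. These probe sets were chosen by the study for their differences between the same groups.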

To further support this notion, we performed class comparison analysis between MT-p53 and p53-null samples, as well as between wild-type p53 and p53-null samples, using three widely-used probe-level data-processing algorithms (RMA, MBEI, and MAS5) and two False Discovery Rate (FDR)-based statistical approaches (SAM and student *t*-test with Benjamini-Hochberg correction). From this analysis we found that despite the different scales of significant genes identified by different mathematical and statistical approaches, there are consistently very few genes standing out from the comparisons between MT-p53 and p53-null samples, in sharp contrast to those between wild-type p53 and p53-null samples (S6 Table). This demonstrates that in this MMTV-*Hras* mouse salivary tumor model, the p53^R172H^ mutant status shares a very similar gene expression profile with p53-null status.

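Trp53 was the only gene that passed the test between MT and KO tumors. Its transcript was higher in MT than in KO tumors by 2.44 at 1 probe set (SE 0.24) and by 2.27 at the other (SE 0.23), both with an adjusted p of 0.00675 from limma, and the within-batch differences were 1.69 (adjusted p = 0.0783) and 1.51 (adjusted p = 0.0674). The KO tumors carry a disrupted Trp53 gene, and where these probe sets lie relative to the deleted part is not given in the sources used here. Between WT and KO tumors Trp53 differed by 1.63 (adjusted p = 0.0101 from limma) and 1.66 (adjusted p = 0.00798). Limma called 2 probe sets between MT and KO tumors, with 2168 at an unadjusted p under 0.05, and the largest count in the other splits of these tumors was 1. It called 0 in fits to the 8 tumors compared and with a block for tumor number, and 44 with array weights. SAM called 2 probe sets at FDRs of 1% and 5% and 46 at 10% between MT and KO tumors, against 30, 1637 and 3882 between WT and KO tumors. An ordinary t statistic for each probe set, adjusted by Benjamini and Hochberg, called 0 between MT and KO tumors at 5% and at 10%, against 10 and 366 between WT and KO tumors. The count between MT and KO tumors rested on MT4: limma called 235 probe sets without it, and 13 other probe sets, all higher in MT4, with the labeling batch as a block.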

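Most of the probe sets called between MT and WT tumors were also called between KO and WT tumors, comparisons that share the 4 WT tumors. Of the 43 probe sets higher in WT than in MT tumors, 38 were also among the 597 higher in WT than in KO tumors, and of the 40 lower in WT than in MT tumors, 28 were among the 438 lower in WT than in KO tumors. How many would be shared through the WT tumors alone was not tested. Across all 22626 probe sets, which are not independent replicates, the KO minus WT and MT minus WT differences correlated at 0.747 (jackknife SE 0.106), and with MT4 as the only MT tumor at 0.584. Because both differences share the WT tumors, unchanged groups also correlate, at 0.50 on average in 100 simulations with a highest value of 0.527, and at 0.319 with a highest value of 0.349 for 1 MT tumor. The simulated values spread far less than the jackknife SE of 0.106. Their highest values therefore do not bound what unchanged groups of real tumors could give. With the WT tumors split into 2 and 2, so that none was shared, the correlation was 0.475 on average, from 0.322 to 0.533 over the 6 splits. From the small number of genes that part MT from KO tumors, beside the many that part WT from KO tumors, the paper concludes that p53 R172H tumors share a very similar expression profile with p53-null tumors. It proposes that the mutation acts mainly by disrupting the DNA-binding domain and with it the gene regulation of wild-type p53.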

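Cap1, which encodes an actin-binding protein associated with adenylyl cyclase, had its highest mean in MT tumors at both of its probe sets. At the first, the log2 level was 6.55 ± 0.60 (SD, n = 4) in WT tumors, 7.21 ± 0.17 (SD, n = 4) in KO tumors and 9.36 ± 0.75 (SD, n = 4) in MT tumors. It was higher in MT than in WT tumors by 2.81 (SE 0.36, adjusted p = 0.0191 from limma, within-batch 3.92 at adjusted p = 0.00472). The excess over KO tumors was 2.15, which did not pass with all tumors (adjusted p = 0.109 from limma) and did within the batch (3.26, adjusted p = 0.0178), where MT4 is the only MT tumor and stood at 10.47, above the 8.85 to 9.14 of the other 3. At the second, the MT minus WT difference was 3.18 (adjusted p = 0.0246 from limma, within-batch 4.61 at adjusted p = 0.0146), and the MT minus KO difference was 2.44 (adjusted p = 0.15, within-batch 3.87 at adjusted p = 0.0439). Between WT and KO tumors neither probe set passed, with differences of -0.66 and -0.74 (adjusted p = 0.289 and 0.374).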

To validate the microarray experiment, we performed real-time PCR to quantitate the expression levels of *Cap1*, which is significantly up-regulated in MT-p53 expressing samples compared to the other two groups of tumors. We also checked the protein levels of p16Ink4a and p19Arf, the two genes expressed from the *Cdkn2a* locus, which is down-regulated in wild-type p53-expressing samples based on the array analysis. Both the real-time PCR and Western Blotting analyses showed similar results as measured by microarray, which confirmed the validity of the microarray analysis (Fig. 7).

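Cdkn2a was lower in WT than in KO tumors, and its MT level lay between. The log2 level was 5.22 ± 0.24 in WT tumors, 7.76 ± 0.24 in KO tumors and 6.55 ± 0.81 in MT tumors (mean ± SD, n = 4 each). The WT minus KO difference was -2.54 (SE 0.33, adjusted p = 0.00675 from limma). The MT minus KO difference of -1.22 and the MT minus WT difference of 1.32 did not pass (adjusted p = 0.276 and 0.0845 from limma, within-batch -0.97 and 1.57 at adjusted p = 0.958 and 0.481). The neighboring gene Cdkn2b, which encodes p15Ink4b, was also lower in WT than in KO tumors, by a WT minus KO difference of -2.21 (SE 0.47, adjusted p = 0.0281 from limma). Whether the probe set of Cdkn2a reads the transcript of p16Ink4a, that of p19Arf or both is not given in the sources used here. Of the other inhibitors of cyclin-dependent kinases, Cdkn1b, Cdkn1c, Cdkn2c and Cdkn2d did not pass between WT and KO tumors (adjusted p = 0.144, 0.222, 0.783 and 0.808 from limma), and the list of 7 inhibitors as a whole did not pass (mean difference -0.53, adjusted p = 0.395 from camera).

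**Figure D4:**
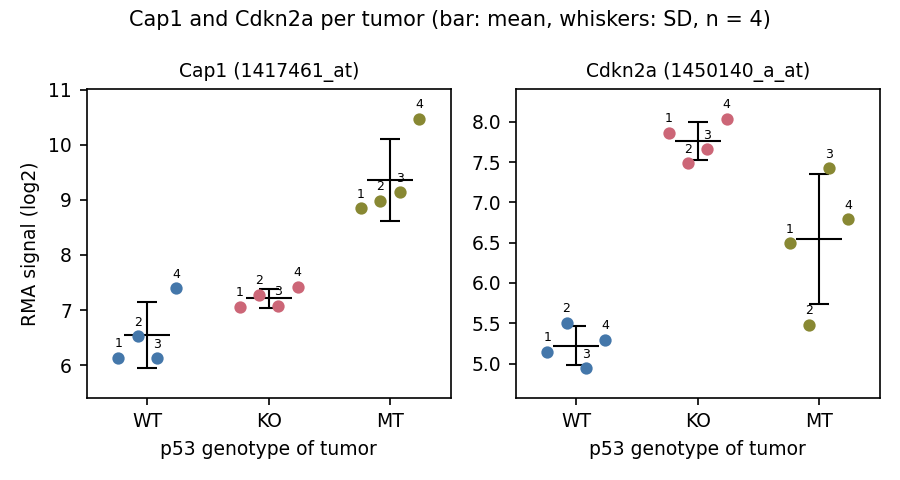
Log2 expression of Cap1, at the first of its probe sets, and Cdkn2a in each of the 12 tumors, 1 point per tumor, numbered within its genotype, with bars for the group means and whiskers for the SD (n = 4). Cap1 has its highest mean in MT tumors (9.36) and Cdkn2a in KO tumors (7.76), with the lowest mean of each in WT tumors (6.55 and 5.22).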

**Fig 7:**
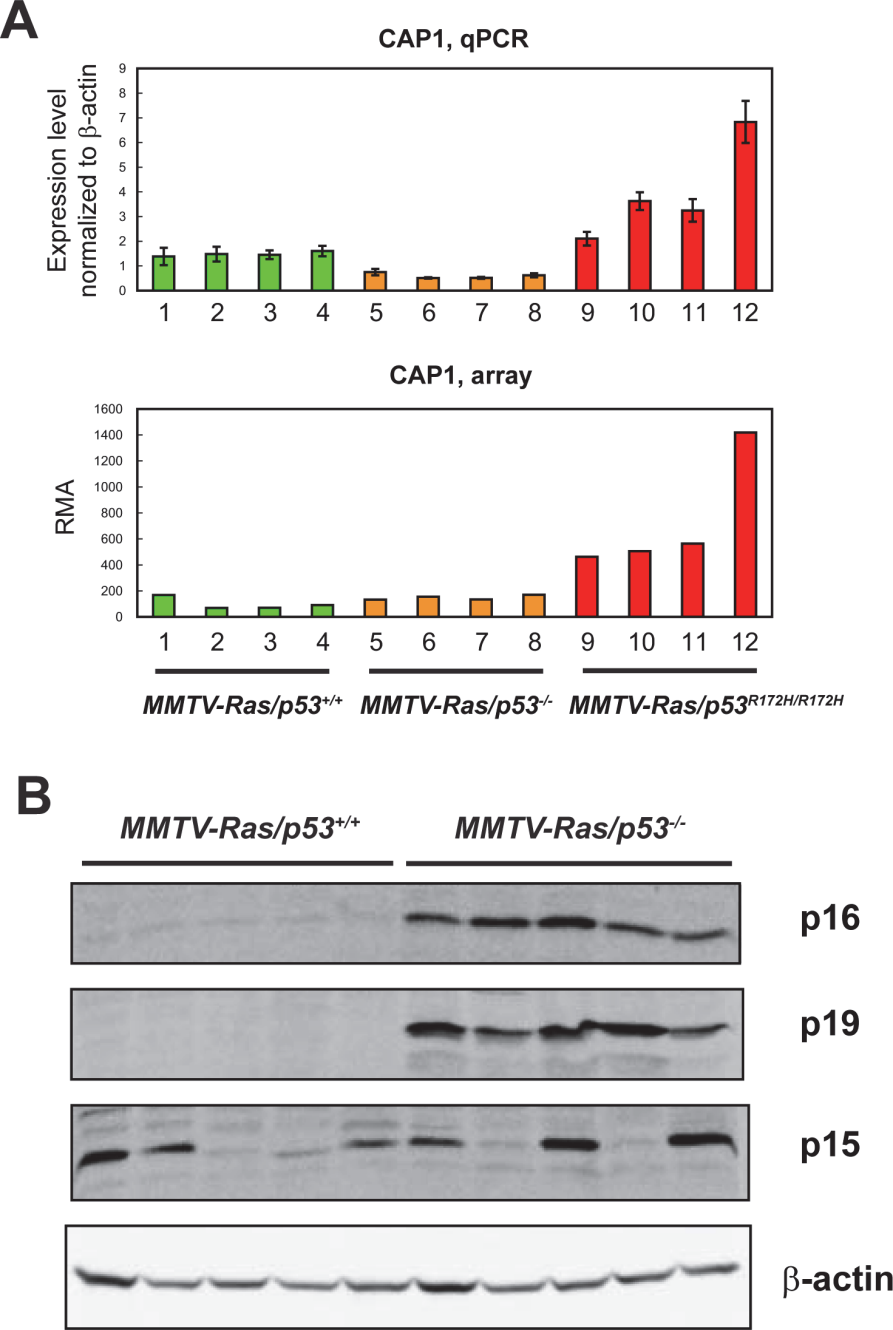
Validation of the microarray data for sample genes by qPCR and western blotting. (A) Top: Expression levels of the *Cap1* gene in 4 salivary tumors per group measured by qPCR normalized to β-actin ± coefficient of variance (top), and by microarray analysis (bottom). (B) Protein levels of p16^Ink4a^, p19^ARF^, and p15^Ink4b^ in 5 MMTV-*Hras/p53* ^*+/+*^ and 5 MMTV-*Hras/p53* ^*-/-*^ tumors. β-actin was used as a loading control.

## Discussion

Beyond loss of p53 wild-type functions, a subset of p53 mutants gain novel functions promoting more severe malignant properties. Although extensive studies on the gain-of-function effects of mutant p53 have been carried out using *in vitro* cell culture systems, fewer *in vivo* models have been developed to investigate these effects under physiological conditions and in a normal cellular context with endogenous cell-cell and cell-ECM interactions. Our study contributes to research on the gain-of-function effects of mutant p53 by introducing a mutant p53 allele with well-characterized gain-of-function properties into the MMTV-*Hras* transgenic mouse model, in which deficiency for p53 has been shown to accelerate salivary tumorigenesis and alter tumor properties.

Interestingly, the data from this study demonstrated that MMTV-*Hras/p53* ^*R172H/R172H*^ and MMTV-*Hras/p53* ^*-/-*^ mice are very similar with regard to age of salivary tumor onset, tumor growth rates, tumor histopathological features, and response to a DNA-damaging agent, doxorubicin. This similarity is not due to lack of mutant p53 expression in the MMTV-*Hras/p53* ^*R172H/R172H*^ salivary tumors, because both western blotting and p53 immunohistochemistry analysis showed that mutant p53 accumulated to uniformly high levels in the tumors (Fig. 3). Compared to other *in vivo* analyses on the same p53 mutant through knock-in approach, our finding is not surprising. First, in a K-*ras*-driven lung adenocarcinoma model, neither the *p53* ^*R172H*^ nor the *p53* ^*R270H*^ mutant displayed any detectable gain-of-function activity compared to total p53 loss [49]. In another study, *WAP-Cre*-induced expression of the *p53* ^*R270H*^ mutant in p53-null mouse mammary glands caused no difference in tumor latency compared to p53-null glands [50]. These observations suggest that tissue specificity plays a role in the *in vivo* activity of these mutants. In addition, knock-in mouse models homozygous for the *p53* ^*R172H*^ mutation (or one *p53* ^*R172H*^ allele and one null allele) displayed no significant difference in survival time of the mice when compared to p53-null mice [43,44,51]. One exception was a model expressing a humanized *p53* ^*R248Q*^ allele, which significantly reduced lifespan when compared to p53-null mice [52]. In two of the studies [44,51], there was no difference between the tumor spectra of *p53* ^*R172H/R172H*^ and *p53* ^*-/-*^ mice, while in the third study [43], *p53* ^*R172H/-*^ mice developed carcinomas and hemangiosarcomas with increased incidence compared to *p53* ^*-/-*^ mice. The discrepancy between these studies may be due to the fact that mice with different genetic backgrounds were used. The common gain-of-function effect observed in all three studies was that tumors in the *p53* ^*R172H/+*^ mice metastasized with a high incidence, a feature the *p53* ^*+/-*^ tumors lacked.

In this study, with a set of well-defined histopathologic parameters, the MMTV-*Hras/p53* ^*-/-*^ tumors displayed more malignant properties than the MMTV-*Hras/p53* ^*+/+*^ tumors, consistent with our previous findings [46]. The MMTV-*Hras/p53* ^*R172H/R172H*^ tumors closely resemble the MMTV-*Hras/p53* ^*-/-*^ tumors with regard to most of these parameters, suggesting that loss of the sequence-specific DNA binding function of wild-type p53 is the primary cause of the difference in tumor histology between tumors with mutant and wild-type p53.

In a previous study from our lab [47], the MMTV-*Hras/p53* ^*-/-*^ tumors displayed a delayed response upon doxorubicin treatment, as compared to the MMTV-*Hras/p53* ^*+/+*^ tumors. Apoptotic levels were shown to be minimal in both types of tumors, either with or without treatment. Instead, doxorubicin treatment caused significant changes in cell cycle distribution in these tumor cells. In the present study, the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors demonstrated indistinguishable response patterns compared to the MMTV-*Hras/p53* ^*-/-*^ tumors. Immunohistochemical analysis of cleaved caspase 3 (Cc3) revealed similarly low levels of apoptosis in tumors of all three genotypes (data not shown). Thus, the results demonstrated again that apoptosis does not play a major role in tumor properties or response to chemotherapeutic treatments in this model, likely due to the anti-apoptotic effects of the activated Ras signaling driving tumorigenesis in this model. Thus, it is important to note that, with the low level of both spontaneous and drug-inducible apoptosis in this tumor model, it may be difficult to detect any influence of mutant p53 on apoptosis, which is an important aspect of the gain-of-function activities identified in *in vitro* cell culture systems.

One possible explanation for the failure to detect a p53 gain-of-function phenotype distinct from the knock-out phenotype could potentially be a lack of stabilization and accumulation of the mutant p53 protein. The Lozano group demonstrated that in the R172H knock-in mice, mutant p53 was not stabilized in either normal or tumor tissues, due to the basal level of MDM2’s inhibitory activity on mutant p53 [53]. They also demonstrated that various types of stresses that stabilize wild-type p53 also stabilize p53^R172H^ [54]. However, the apparent absence of a gain-of-function phenotype in our study is not likely due to the stability issue, because mutant p53^R172H^ was found to be stabilized in all the tumors tested by both Western blotting and immunohistochemistry. It is reasonable to speculate that activated Ras signaling is providing the stabilizing signal for mutant p53 in this tumor model.

Given the similarity between the p53 R172H-expressing and p53-null tumors, but the significant difference between both groups and tumors with wild-type p53 in the *in vivo* analyses we performed, it is not surprising that the gene expression profiles of the different groups of tumors closely reflect this relationship. We have tested three prevalent probe-level data summarization algorithms for Affymetrix microarray data, and two False Discovery Rate-based class comparison approaches, and none of the combinations could detect reasonable numbers of significant genes from the comparison between the MMTV-*Hras/p53* ^*-/-*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, while substantial numbers of genes were identified between the MMTV-*Hras/p53* ^*+/+*^ tumors and either the MMTV-*Hras/p53* ^*-/-*^ or the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors.

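Mdk, Trip6 and Ldb3 differed between MT and WT tumors as they did between KO and WT tumors. Mdk was higher in MT than in WT tumors by 4.12 (SE 0.35, adjusted p = 0.00162 from limma, within-batch 4.28 at adjusted p = 0.0297) and Trip6 by 3.65 (SE 0.32, adjusted p = 0.00162, within-batch 2.83 at adjusted p = 0.0462). Ldb3, which encodes a protein of muscle Z-discs, was lower in MT than in WT tumors at 1 of its probe sets by an MT minus WT difference of -1.27 (adjusted p = 0.00571 from limma, within-batch -1.30 at adjusted p = 0.108). Genes that act downstream of Ras and MAP kinase, among them Etv4, Spry4, Spred2 and Dusp6, were higher in MT than in WT tumors by a mean of 0.68 over 19 measured genes (adjusted p = 1.27e-05 from camera of limma, adjusted p = 0.446 with an estimated correlation, within-batch 0.47 at adjusted p = 0.00186), 1 gene passing over all probe sets and 5 when adjusted over the list alone. Marker genes moved in this comparison too, luminal epithelial ones by a mean of 0.43 (0.21 without WT1) and macrophage ones by -0.49 (-0.30 without MT3), and were not separated from it. SAM called 16, 837 and 3437 probe sets between MT and WT tumors at FDRs of 1%, 5% and 10%, counts chosen after the values were seen. Between MT and KO tumors it called 2, 2 and 46. An ordinary t statistic called 0 at 5% and 12 at 10% between MT and WT tumors, and 0 at both levels between MT and KO tumors. Limma called 83 probe sets between MT and WT tumors, 40 higher and 43 lower in MT tumors, with 4382 at an unadjusted p under 0.05. The direction was not stable, with 50 higher and 97 lower after centering and 78 and 55 with dim probe sets left out. With the labeling batch as a block 19 were called, 18 higher and 1 lower, 4 of them among the 83. Another split of these 8 tumors, which puts MT1, MT2 and MT3, the labeling batch, with WT2 against the rest, called 351. The count also rested on single tumors, at 801 without MT4, 4 without WT1 and 4 without MT3.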

Several mechanisms have been proposed for the gain-of-function activities of mutant p53 [38]. One of these mechanisms proposes that mutant p53 actively regulates a unique set of genes, the activities of which endow the cell with a growth advantage, chemoresistance, altered metabolism and other properties [38]. Unlike wild-type p53, which depends on its sequence-specific DNA binding for its transactivation activity, genes regulated by mutant p53 lack a consensus DNA binding site in their promoter regions [38]. It has thus been proposed that instead of binding to a common response sequence, mutant p53 preferentially binds to stereo-specific DNA configurations [55,56]. Alternatively, mutant p53 may bind to target genes indirectly, i.e. by interactions with other transcription factors, e.g. Sp1 [57,58], Ets [59], NF-Y [21], VDR [60] and SREBP [35]. Although these findings support a transcription-dependent mechanism for the gain-of-function activities of mutant p53, this hasn’t been tested strictly in an *in vivo* setting or under physiological conditions. Rather, most of the observations have been made by over-expressing mutant p53 in p53-null cells, and in many cases, in the presence of stress signals. Additionally, almost all of the previous studies only utilized a comparison between cells without p53 and those expressing mutant p53, a study design lacking the ability to detect any residual wild-type function of the mutants.

The class comparison analysis in this study identified a small subset of genes with the highest expression levels in the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors (Cluster *iii* and *v* in Fig. 6; S2 Table). We also compared our microarray results to those from other gene expression profiling analyses designed to identify mutant p53-regulated genes, either from cells cultured *in vitro* [18,61–63] or tumors from *in vivo* mouse models [64]. One of the mutant p53-induced genes we identified, *Bcl2l1* (Bcl2-like 1, also known as *Bclx* or *BCL-X(L)* in human) was previously identified by another group as induced by p53R 175H overexpressed in p53-null H1299 non-small cell lung carcinoma cells. 

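Bcl2l1 is read by 4 probe sets, and its mean was highest in MT tumors in 3 of them, with no difference from KO tumors that passed. At the probe set of S3 Table, the mean log2 level was 7.01 in WT tumors, 7.69 in KO tumors and 8.04 in MT tumors. The MT minus WT difference was 1.02 (SE 0.16, adjusted p = 0.0246 from limma, within-batch 0.86 at adjusted p = 0.447), and the MT minus KO difference was 0.35 (adjusted p = 0.515, within-batch 0.18). At 2 others the means were 5.88 in WT, 6.72 in KO and 7.09 in MT tumors, and 4.27, 4.48 and 4.56, with MT minus KO differences of 0.38 (adjusted p = 0.691 from limma, within-batch 0.51) and 0.07 (adjusted p = 0.892, within-batch 0.11). At the fourth the mean was higher in KO than in MT tumors, by an MT minus KO difference of -0.16 that did not pass (adjusted p = 0.852, within-batch -0.11). KO tumors exceeded WT tumors at the probe set of S3 Table and at the fourth, by WT minus KO differences of -0.68 and -0.88 (adjusted p = 0.0355 and 0.0266 from limma).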

BCL2L1 is a member of the BCL2 family of anti-apoptotic proteins [65]. In addition, expression of *BCL2L1* was dependent on mutant p53 in SKBR3 mammary adenocarcinoma cells expressing p53R 175H, and in HT29 human colorectal adenocarcinoma cells expressing p53 R273H, another p53 mutant with gain-of-function activities [63]. Another gene found to be most highly expressed in the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors, *Csnk2a1*, which encodes casein kinase 2, alpha 1 polypeptide, has also been shown to have an anti-apoptotic function, but regulation of its expression hasn’t been associated with mutant p53[66–68]).

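Csnk2a1 is read by 6 probe sets, and its mean was highest in MT tumors in 3 of them. At the probe set of S3 Table it was higher in MT than in WT tumors by 0.71 (SE 0.10, adjusted p = 0.0246 from limma, within-batch 0.73 at adjusted p = 0.27) and higher than in KO tumors by 0.40, which did not pass (adjusted p = 0.254, within-batch 0.43 at adjusted p = 0.757). The other 5 probe sets did not pass in either comparison, with MT minus KO differences from -0.43 to 0.27 and MT minus WT differences from 0.07 to 0.57. Within the batch the MT minus KO differences of these 5 probe sets ran from -0.09 to 0.34.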

Because increased metastatic potential has also been commonly observed with gain-of-function mutants of p53 [43,44], and p53 R175H was shown to promote *in vitro* cell migration as well as *in vivo* tumor metastasis [44], we looked for genes that may contribute to these activities among the list of genes most highly expressed in the MMTV-*Hras/p53* ^*R172H/R172H*^ tumors. Indeed, a few genes have been reported to promote cell motility and/or metastasis, including *Etv4/E1A-F* [69,70], *Mia1* [71], and *Cap1* [72]. 

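Etv4 and Mia were higher in MT than in WT tumors on average, and neither differed from KO tumors by the test. Etv4, an ETS transcription factor, was higher in MT than in WT tumors by 1.69 (SE 0.30, adjusted p = 0.0414 from limma, within-batch 0.98 at adjusted p = 0.549), and its MT minus KO difference was 0.49 (adjusted p = 0.656, within-batch -0.22). Mia, which encodes a secreted protein, had means of 6.38 in WT, 10.27 in KO and 9.89 in MT tumors. Its MT minus WT difference of 3.52 did not pass (adjusted p = 0.059 from limma, within-batch 1.03 at adjusted p = 0.668), and its MT minus KO difference was -0.37 (adjusted p = 0.924, within-batch -2.86 at adjusted p = 0.321). Among MT tumors Mia was 7.40 in MT4 and at least 10.43 in the other 3. KO tumors exceeded WT tumors for both genes, by WT minus KO differences of -1.20 for Etv4 (adjusted p = 0.0452 from limma) and -3.89 for Mia (adjusted p = 0.0184).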

Another gene with previously identified association with p53 R175H, *EFEMP2* (EGF-containing fibulin-like extracellular matrix protein 2) was recognized as a binding partner of mutant human p53 proteins, with the highest specificity to structural mutants like human p53^R175H^. 

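Efemp2 was higher in MT than in WT tumors and was not told from KO tumors by the test. The mean log2 level was 7.09 in WT, 8.58 in KO and 8.87 in MT tumors. The MT minus WT difference was 1.78 (SE 0.30, adjusted p = 0.0358 from limma, within-batch 0.92 at adjusted p = 0.526). The MT minus KO difference was 0.29 (adjusted p = 0.83), and within the batch it was -0.58. The WT minus KO difference was -1.50 (SE 0.30, adjusted p = 0.0226 from limma).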

Even more intriguingly, co-expression of EFEMP2 and p53 R175H had synergistic effects in promoting neoplastic transformation and tumor cell growth [73]. The fact that we didn’t observe a significant decrease in apoptotic levels or response to doxorubicin treatment, and we didn't identify any obvious elevated metastatic potential of the p53 R172H-expressing tumors, as compared to p53-null tumors, suggests that these gain-of-function properties may be cell/tumor type-specific and depend on specific cellular contexts and molecular events.

It should be noted that although mutant p53 R172H loses its sequence-specific DNA binding activity, it still maintains intact N-terminal and C-terminal domains. Thus, an additional proposed mechanism for the gain-of-function effects of mutant p53 involves the retention of some residual wild-type function, which when imbalanced and deregulated may contribute to opposite effects [40]. 

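Ncam1, Apoa4, Cenpe and Luc7l2 had MT levels near those of WT tumors and below those of KO tumors. Ncam1, a cell adhesion molecule, was lower in WT than in KO tumors by a WT minus KO difference of -1.97 (SE 0.26, adjusted p = 0.00734 from limma), and its MT minus KO difference was -1.69 (adjusted p = 0.109, within-batch -1.37 at adjusted p = 0.555). For Apoa4, an apolipoprotein, the WT minus KO difference was -3.43 at 1 of its probe sets (SE 0.71, adjusted p = 0.0249 from limma) and the MT minus KO difference -3.38 (adjusted p = 0.181, within-batch -3.22 at adjusted p = 0.725). Cenpe, a kinetochore motor, was lower in WT than in KO tumors by -1.24 (adjusted p = 0.0196 from limma) and differed between MT and KO tumors by -1.17 (adjusted p = 0.15, within-batch -0.96 at adjusted p = 0.757). Luc7l2 was lower in WT than in KO tumors by -0.57 (adjusted p = 0.0283 from limma), with an MT minus KO difference of -0.78 (adjusted p = 0.109, within-batch -0.70 at adjusted p = 0.52). None of the 9 probe sets of Cluster iv, which holds these genes, passed between MT and KO tumors over all probe sets with limma. With array weights 6 of the 9 were lower in MT tumors, and SAM at 10% called Ncam1 and Luc7l2. All 9 were lower in MT tumors when adjusted over the list alone. Their mean MT minus KO difference was -1.63, and -1.46 with the labeling batch as a block. None of this is independent evidence, since the study chose the 9 probe sets on these tumors.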

In this study, gene expression profiling also identified a group of genes similarly regulated in the MMTV-*Hras/p53* ^*+/+*^ and MMTV-*Hras/p53* ^*R172H/R172H*^ tumors as compared to the MMTV-*Hras/p53* ^*-/-*^ tumors (Cluster *iv* and *vi* in Fig. 6; S2 Table). Although overall the expression profiles of the MMTV-*Hras/p53* ^*R172H/R172H*^ and MMTV-*Hras/p53* ^*-/-*^ tumors are very similar to each other (S6 Table), the small subset of genes co-regulated in tumors with wild-type and mutant p53 might help elucidate pathways shared by these two functionally very different proteins, and provide insights into the mechanistic basis of the gain-of-function effects.

In conclusion, this study has led to the generation of MMTV-*Hras/p53* ^*R172H/R172H*^ mice and a comparison between these mice and the previously characterized MMTV-*Hras/p53* ^*+/+*^ and MMTV-*Hras/p53* ^*-/-*^ mice, with regard to salivary tumorigenesis, tumor properties, tumor responses to a chemotherapeutic agent, and tumor gene expression profiles. This study enabled us to compare the influences of different p53 status (wild-type, null, and mutant) on *in vivo* tumor development and test the gain-of-function effects of a p53 mutant in an *in vivo* setting. Overall, the MMTV-*Hras/p53* ^*R172H/R172H*^ mice closely resembled the MMTV-*Hras/p53* ^*-/-*^ mice with regard to age of tumor onset, tumor growth rates, tumor histopathological properties, tumor responses to doxorubicin, and gene expression profiles, while both groups were clearly distinct from the MMTV-*Hras/p53* ^*+/+*^ mice. These results indicate that in this MMTV-*Hras*-driven mouse salivary tumor model, the primary effect of p53 R172H mutation is the loss of wild-type p53 function, with little or no gain-of-function effect on tumorigenesis, underscoring the tissue- and tumor type-specific properties of the gain-of-function mutants of p53.

## Supporting Information

S1 Fig Tumor growth rates. (A-C) Once a tumor was detected, growth was monitored by daily caliper measurements, and calculated tumor weights (mg) of the three groups of tumors were plotted over time. Each line represents the growth of an individual tumor.
(TIF) Click here for additional data file.

S2 Fig Tumor histopathology. Tumor histopathology was graded on a 3-point scale taking into account (A) N/C (nuclear to cytoplasmic) ratio, degree of nuclear pleomorphism, and overall tumor architecture; percentage of tumor cells showing (B) spindle cell morphology, (C) “giant cells”, (D) apoptosis, (E) mitotic figures, and (F) necrosis.
(TIF) Click here for additional data file.

S3 Fig Ki-67 staining. (A) Heterogeneity of Ki-67 staining in different tumors from the same genotypic group. Top: MMTV-*Hras/p53* ^*+/+*^; middle: MMTV-*Hras/p53* ^*-/-*^; bottom: MMTV-*Hras/p53* ^*R172H/R172H*^; left: representative tumors of each genotype with high levels of Ki-67 staining; right: representative tumors of each genotype with low levels of Ki-67 staining. (B) An example of an MMTV-*Hras/p53* ^*+/+*^ tumor in which different regions show markedly different levels of Ki-67 staining.
(TIF) Click here for additional data file.

S4 Fig Tumor growth responses to doxorubicin. . (A-C) Calculated weights (mg) of the three groups of tumors during the treatment period are plotted over time (days). Each line represents the growth of an individual tumor.
(TIF) Click here for additional data file.

S5 Fig The top two networks identified through Ingenuity Pathway Analysis (IPA) on the significantly differentially expressed genes. Genes up-regulated in wild-type p53 tumors compared to p53-null tumors are colored in red and those down-regulated are colored in green.
(TIF) Click here for additional data file.

S1 Table Summary of the mice used for the age of tumor onset analysis (DOCX) Click here for additional data file.

S2 Table Overall expression levels and functional meaning of genes in different clusters (DOCX) Click here for additional data file.

S3 Table List of genes in different clusters (DOCX) Click here for additional data file.

S4 Table Genes previously reported as regulated by p53 (DOCX) Click here for additional data file.

S5 Table Top enriched biological functions from WT-p53 vs. p53-null comparison (DOCX) Click here for additional data file.

S6 Table Number of significant genes from different probe-level data summarization algorithms and statistical approaches (DOCX) Click here for additional data file.

S7 Table Primers used in the quantitative PCR assays (DOCX) Click here for additional data file.

S1 Methods Supplementary Materials and Methods (DOCX) Click here for additional data file.

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S1 Table

**S1 Table. Summary of the mice used for the age of tumor onset analysis***

| **Genotype** | ***MMTV-Ras/p53^+/+^*** | ***MMTV-Ras/p53^-/-^*** | ***MMTV-Ras/p53^R172H/R172H^*** |
| --- | --- | --- | --- |
| # of males | 114 | 138 | 134 |
| # of males with salivary tumor | 11 | 52 | 66 |
| Average age of onset (days) | 234 | 89 | 114 |
| Median age of onset (days) | 177 | 68 | 109 |
| Died w/o salivary tumor | 38 | 86 | 68 |
| Alive | 65 | 0 | 0 |

* The study was followed up for 479 days for the *ras/p53^+/+^* mouse that developed salivary tumors the latest.

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S2 Table

**S2 Table. Overall expression levels and functional meaning of genes in different clusters**

| **Cluster** | **# of genes** | **Overall expression level** | | | **Potential Meaning for MT** |
| --- | --- | --- | --- | --- | --- |
|  |  | WT | KO | MT |  |
| i | 7 | medium | low | high | gain-of-function/residual function |
| ii | 91 | high | low | low | loss-of-function |
| iii | 4 | low | low | high | gain-of-function |
| iv | 9 | low | high | low | residual function |
| v | 21 | low | medium | high | gain-of-function |
| vi | 56 | low | high | medium | residual function |

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S3 Table

**S3 Table. List of genes in different clusters**

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S4 Table

**S4 Table. Genes previously reported as regulated by p53**

| **Gene symble** | **Gene name** | **Reported regulation by p53** | **Observed regulation by p53** | **Reference** |
| --- | --- | --- | --- | --- |
| Mdm2 | Mouse double minute 2 | Induced | Induced | [[1](#_ENREF_1)] |
| Cdkn1a | Cyclin-dependent kinase inhibitor 1A (p21) | Induced | Induced | [[2](#_ENREF_2)] |
| Ccng1 | Cyclin G1 | Induced | Induced | [[3](#_ENREF_3)] |
| Igf1 | Insulin-like growth factor 1 | Induced | Induced | [[4](#_ENREF_4)] |
| Ltbp1 | Latent transforming growth factor beta binding protein 1 | Induced | Repressed | [[5](#_ENREF_5)] |
| Hs3st1 | Heparan sulfate 3-O-sulfotransferase 1 | Repressed | Repressed | [[6](#_ENREF_6)] |
| Amotl2 | Angiomotin like 2 | Induced | Repressed | [[7](#_ENREF_7)] |
| Cabc1 | Chaperone, ABC1 activity of bc1 complex homolog (S. pombe) | Induced | Induced | [[8](#_ENREF_8)] |
| Zmat3 | Zinc finger matrin type 3 | Induced | Induced | [[9](#_ENREF_9)] |

**REFERENCES:**

1. Perry ME, Piette J, Zawadzki JA, Harvey D, Levine AJ (1993) The mdm-2 gene is induced in response to UV light in a p53-dependent manner. Proc Natl Acad Sci U S A 90: 11623-11627.

2. el-Deiry WS, Tokino T, Velculescu VE, Levy DB, Parsons R, et al. (1993) WAF1, a potential mediator of p53 tumor suppression. Cell 75: 817-825.

3. Okamoto K, Beach D (1994) Cyclin G is a transcriptional target of the p53 tumor suppressor protein. Embo J 13: 4816-4822.

4. Yoon H, Liyanarachchi S, Wright FA, Davuluri R, Lockman JC, et al. (2002) Gene expression profiling of isogenic cells with different TP53 gene dosage reveals numerous genes that are affected by TP53 dosage and identifies CSPG2 as a direct target of p53. Proc Natl Acad Sci U S A 99: 15632-15637.

5. Fontemaggi G, Kela I, Amariglio N, Rechavi G, Krishnamurthy J, et al. (2002) Identification of direct p73 target genes combining DNA microarray and chromatin immunoprecipitation analyses. J Biol Chem 277: 43359-43368.

6. Daoud SS, Munson PJ, Reinhold W, Young L, Prabhu VV, et al. (2003) Impact of p53 knockout and topotecan treatment on gene expression profiles in human colon carcinoma cells: a pharmacogenomic study. Cancer Res 63: 2782-2793.

7. Liu T, Laurell C, Selivanova G, Lundeberg J, Nilsson P, et al. (2007) Hypoxia induces p53-dependent transactivation and Fas/CD95-dependent apoptosis. Cell Death Differ 14: 411-421.

8. Iiizumi M, Arakawa H, Mori T, Ando A, Nakamura Y (2002) Isolation of a novel gene, CABC1, encoding a mitochondrial protein that is highly homologous to yeast activity of bc1 complex. Cancer Res 62: 1246-1250.

9. Varmeh-Ziaie S, Okan I, Wang Y, Magnusson KP, Warthoe P, et al. (1997) Wig-1, a new p53-induced gene encoding a zinc finger protein. Oncogene 15: 2699-2704.

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S5 Table

**S5 Table. Top enriched biological functions from WT-p53 vs. p53-null comparison**

| ***Top Bio Functions*** | | |
| --- | --- | --- |
| **Diseases and Disorders** | | |
| Name | p-value | # Molecules |
| Cancer | 2.34E-06 – 3.21E-03 | 26 |
| Reproductive System Disease | 2.34E-06 – 2.57E-03 | 11 |
| Skeletal and Muscular Disorders | 5.63E-06 – 3.05E-03 | 21 |
| Respiratory Disease | 9.39E-06 – 1.85E-03 | 7 |
| Hematological Disease | 2.54E-05 – 2.72E-03 | 11 |
| **Molecular and Cellular Functions** | | |
| Name | p-value | # Molecules |
| Cell Cycle | 2.34E-06 – 3.21E-03 | 21 |
| Cellular Development | 7.42E-06 – 3.21E-03 | 17 |
| Cell Death | 2.54E-05 – 3.09E-03 | 25 |
| Gene expression | 9.04E-05 – 2.67E-03 | 20 |
| Cellular Growth and Proliferation | 9.81E-05 – 3.21E-03 | 18 |
| **Physiological System Development and Function** | | |
| Name | p-value | # Molecules |
| Tumor Morphology | 5.63E-06 – 2.57E-03 | 7 |
| Connective Tissue Development and Function | 7.42E-06 – 3.21E-03 | 17 |
| Skeletal and Muscular System Development and Function | 7.42E-06 – 2.08E-03 | 12 |
| Behavior | 4.80E-05 – 1.40E-03 | 3 |
| Reproductive System Development and Function | 4.80E-05 – 1.85E-03 | 6 |

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S6 Table

**S6 Table. Number of significant genes from different probe-level data summarization algorithms and statistical approaches**

|  | **D-Chip** | | **RMA** | | **MAS5** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | WT vs KO | MT vs KO | WT vs KO | MT vs KO | WT vs KO | MT vs KO |
| t-test (5%FDR) | 21 | 0 | 10 | 0 | 6 | 0 |
| t-test (10%FDR) | 1576 | 0 | 366 | 0 | 216 | 0 |
| SAM (1%FDR) | 968 | 4 | 125 | 0 | 21 | 0 |
| SAM (5%FDR) | 4576 | 11 | 2075 | 11 | 23 | 0 |
| SAM (10%FDR) | 6892 | 170 | 4247 | 18 | 1761 | 8 |

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S7 Table

**S7 Table. Primers used in the quantitative PCR assays**

| **Gene** | **Primer** | **Sequence** | **Product size (bp)** |
| --- | --- | --- | --- |
| Cap1 | Forward | CTACCGAAGGCGGTGATTTTAAC | 114 |
|  | Reverse | ATGTATTTGCTTATCCAGCGATTTC |  |
| p53 | Forward | ATGGAGAGTATTTCACCCTCAAGATC | 101 |
|  | Reverse | CTGTAGCATGGGCATCCTTTAAC |  |
| β-actin | Forward | TCCTAGCACCATGAAGATCAAGATC | 118 |
|  | Reverse | CTGCTTGCTGATCCACATCTG |  |

# Supplementary material for: Comparison of Effects of p53 Null and Gain-of-Function Mutations on Salivary Tumors in MMTV-Hras Transgenic Mice
**Source:** PLoS One. 2015 Feb 19;10(2):e0118029. doi: 10.1371/journal.pone.0118029
**Supplement:** S1 Methods

**PCR primers used for mouse genotyping**

The presence of the MMTV-*ras* transgene was detected using the primers 5’-CAGGGACCAGCAAGACATC-3’ (sense), and 5’-CCCTGAACCACGCATCAAC-3’ (antisense), which generates a 723 bp PCR product in transgenic mice. Determination of the *p53* genotype (i.e., detection of *p53^+^*, *p53^-^*, and *p53^R172H^* alleles) was performed using a combination of three primers: a common exon 5 antisense primer, 5’-CCGTCATGTGCTGTGACTTCTTGTAG-3’, a *p53^+^* and *p53^R172H^*-specific intron 4 sense primer, 5’-TGTGTTGGCCATCTCTGTGAGTTCG-3’, and a *p53^-^*-specific *neo* sense primer, 5’-TCTCACCTTGCTCCTGCCGAGAAAG-3’, giving rise to products of 402 bp for the *p53^+^* allele, 519 bp for the *p53^-^* allele, and 450 bp for the *p53^R172H^* allele. The PCR products were then separated on a 2.5% agarose gel.

**DNA sequence analysis of the *p53* locus from both mouse tail and tumor tissue**

To confirm the presence of the R172H mutation in the knock-in mice, DNA spanning *p53* exon 5 was amplified from the tail DNA of a *p53^R172H/R172H^* mouse using an intron 4 sense primer, 5’-GAAAGGTCCCAGTCCTCTCTTTGC-3’ and an exon 6 anti-sense primer, 5’-CTGTCTTCCAGATACTCGGGATAC-3’. After the PCR products were separated on a 1% agarose gel, the corresponding bands were excised, purified using a GENECLEAN SPIN kit (Qbiogen Inc.), and sequenced using the same pair of primers from both directions to confirm the presence of the CGC to CAC mutation (arginine to histidine). To confirm that there were no somatic mutations in the DNA binding domain of the p53 gene in the MMTV-*ras/p53^+/+^* tumors, DNA was extracted from four salivary tumors (RAS 91, RAS 94, RAS 226, and RAS 1442, all of which were used in the microarray analysis) and the following primer pairs were used to amplify sequences spanning Exon 5-9: 1^st^ pair: sense 5’-GAAAGGTCCCAGTCCTCTCTTTGC-3’ (intron 4) and anti-sense 5’-GACTGCTGTTAAAGTAGACCCTG-3’ (intron 6); 2^nd^ pair: sense 5’-TAGCCAGCCATTCCCGGCTGC-3’ (intron 6) and anti-sense 5’-ACCTGGCAACCTGCTAATAACAC-3’ (intron 9). The amplified DNA fragments were purified and sequenced as described above, using the intron 4, intron 6 and intron 9 primers. All the resulting sequences were found to match the wild-type *p53* genomic sequence in the GeneBank database.

**Histopathological analysis**

A set of histopathological parameters were evaluated on each tumor sample in a randomized fashion and the examiner was blinded with regard to the genotypic categories. Some of the parameters were quantitated according to a 3-point grading system, including nuclear/cytoplasmic ratio, pleomorphism, and architecture. Levels of mitosis were expressed as average number of cells in mitosis over five 400X high power fields. Presence/absence of spindling morphology, apoptosis, and “giant cells” (cells with remarkably enlarged cell/nucleus size) were also evaluated for each sample. Levels of necrosis were estimated and assigned to three categories: <5%, 5-25%, and 25-50%.

**Gene expression profiling by microarray analysis**

Tumors used for microarray analysis were selected from the archived frozen collection according to the following criteria: (1) size: relatively small tumors (~400-800 mg) were used for microarray analysis to minimize tumor heterogeneity; (2) growth rates: tumors whose growth rates were consistent with most of the other tumors in the same genotypic group; (3) histology: tumors with the typical morphological features of adenocarcinoma and lacking extensive necrosis. For RNA extraction, 20-40 10μm frozen sections from each candidate tumor were collected. After every 10 sections, a 5μm section was collected, stained with hematoxylin and eosin, and examined microscopically. Only samples showing greater than 85-90% of homogeneous tumor mass were selected for the subsequent microarray study. 

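Marker genes of other cell types differed between single tumors of a genotype. WT1 had the highest level of B cell and plasma cell markers, with a score, the mean of the list's genes centered over the 12 tumors, of 3.21 against -0.27 to -0.13 in the other WT tumors. Its score for T cell and NK cell markers exceeded the next WT tumor by 0.87. KO3 had the highest score of salivary granular duct markers, such as the kallikrein genes, at 2.73 against -0.45 to -0.16 in the other KO tumors. The B cell and plasma cell markers were higher in WT than in KO tumors by a mean of 0.99 (adjusted p = 0.0324 from camera of limma, adjusted p = 0.735 with an estimated correlation), and the list no longer passed without WT1 (adjusted p = 0.333). The granular duct markers were lower in MT than in KO tumors by a mean MT minus KO difference of -0.95 (adjusted p = 0.00621 from camera, adjusted p = 0.686 with an estimated correlation, within-batch -0.79 at adjusted p = 0.158), and without KO3 the list no longer passed (adjusted p = 0.867).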

RNA was extracted using TRIZOL reagent (Invitrogen Life Technologies, Carlsbad, CA), according to the manufacture’s protocols. Total RNA isolated from the tumor sections was subjected to a cleanup step using the RNeasy Mini Kit (Qiagen Sciences Inc., Germantown, MD). The purity of the RNA preparation was judged as adequate if the A_260_/A_280_ ratio was ≥2.0 and the A_260_/A_270_ ratio was ≥1.3. RNA integrity was examined by running 1μl of the RNA sample on an RNA 6000 Nano LabChip in the 2100 Bioanalyzer (Agilent, Palo Alto, CA). A ribosomal RNA 28S/18S ratio of ≥1.5, with the rRNA contribution being 30% or more, was considered satisfactory. Microarray analysis was performed using the Affymetrix GeneChip platform and the Mouse 430A 2.0 array, which has 22,690 probe sets representing over 14,000 unique mouse genes. The Affymetrix standard protocol has been described extensively [50; 51]. Briefly, at least 5μg total RNA was converted to cDNA using the SuperScript Choice System (Life Technologies, Rockville, MD), in which first strand cDNA synthesis was primed with a 24-mer oligo(dT) with a T7 RNA polymerase promoter site attached to the 3’ end. cDNA was extracted with phenol/chloroform and precipitated in ethanol. Using 2μg cDNA, biotin-labeled cRNA was synthesized using the Enzo BioArray High Yield RNA Transcript Labeling Kit (Enzo Diagnostic Inc., Farmingdale, NY) with Bio-11-CTP and Bio-16-UTP. The cRNA was subjected to a cleanup step using the RNeasy Mini Kit (Qiagen Sciences Inc., Germantown, MD), and was then fragmented. 20μg of the fragmented cRNA from each sample was hybridized to the Mouse 430A 2.0 chip for 18 to 20 hours. The chip was then washed and stained with streptavidin phycoerythrin (SAPE; Molecular Probes, Eugene, OR) added with an antistreptavidin biotinylated antibody (Vector Laboratories, Burlingame, CA). Each chip was scanned at a 6-μm resolution by the Agilent G2500A Technologies Gene Array scanner (Agilent Technologies, Palo Alto, CA). After scanning, the raw intensities of each probe were stored in electronic files (in .DAT and .CEL formats) by the Microarray Suite 5.0 software (Affymetrix, Santa Clara, CA).

**Microarray data analysis**

Multiple levels of data analysis were performed in the BRB-ArrayTools software, version 3.5.0 (Richard Simon & Amy Peng Lam, Biometric Research Branch, Division of Cancer Treatment and Diagnosis, NCI), which is an integrated software package for visualization and analysis of DNA microarray gene expression data. The probe-level microarray data (in .CEL files) were collated in BRB-ArrayTools using the RMA (Robust Multi-chip Average) method, which involves a background correction for the PM (Perfect Match) data, a quantile normalization [52], and summarization of the expression levels using the Tukey’s median polish algorithm on an additive linear model [53]. The estimated expression levels from the above processes are in the base-2 logarithm format and these values were used in the subsequent statistical analysis. Alternatively, they were also transformed back to the original scale by using the 2^(log value) function for visualization purpose and all the histograms of expression level were derived based on the original scale. During data collation, no filtering option was chosen, so expression levels were summarized for all the 22,690 probe sets. 

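Of the 22690 probe sets on the array, 64 carry the AFFX prefix of control probe sets, and 27 of these read the poly-A controls and 18 the hybridization controls, which are added just before hybridization. The mean level of the hybridization controls lay between 8.88 and 10.15 in the 12 tumors. Keeping the 64 control probe sets changed the number of called probe sets to 1032 between WT and KO tumors, 2 between MT and KO tumors and 84 between MT and WT tumors.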

In all the analysis thereafter, a subset of 27 quality control probe sets were excluded (Table 2), resulting in 22,663 probe sets used.

The integrated clustering function in BRB-ArrayTools was used to cluster genes or samples or both, and generate heat maps of the results. Hierarchical clustering was carried out in either an unsupervised fashion for which all the 22,663 probe sets were used, or a supervised fashion for which user-defined gene lists were used. All the cluster analyses were performed by choosing the Pearson correlation coefficient (called “One minus correlation” in BRB-ArrayTools) and average linkage options.

To identify genes differentially expressed between different groups of tumor samples, with defined statistical significance, the Class Comparison Between Groups of Arrays tool of the BRB-ArrayTools software was used. The software provides options including the random variance version of the *t*-test, with sub-options of performing either univariate permutation tests or multivariate permutation tests, and the Statistical Analysis of Microarrays (SAM) method. The SAM algorithm [54] is a permutation-based method of controlling the False Discovery Rate (FDR) with a less stringent statistical basis than the similar multivariate permutation test. For all the class comparison analysis in this study, SAM was used.

**Functional analysis of microarray data**

To explore the biological meanings of the identified lists of significant genes from different class comparison analysis, two software packages designed for gene function analysis were used.EASE (http://david.abcc.ncifcrf.gov/) is a program designed to discover Gene Ontology (GO) categories that are over-represented in the chosen gene list compared to what is represented in the microarray or species genome as a whole. Such over-represented categories represent biological “themes” of a given list. Each identified GO category is assigned an EASE Score, which is the upper bound of the distribution of Jackknife Fisher exact probabilities given the List Hits (number of genes in the gene list that belong to the Gene Category), List Total (number of genes in the gene list), Population Hits (number of genes in the total group of genes assayed that belong to the specific Gene Category) and Population Total (number of genes in the total group of genes assayed that belong to any Gene Category within the System).

Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, http://www.ingenuity.com) is a software application based on a knowledge repository that houses the biological and chemical relationships extracted from the scientific literature and enables users to identify relevant gene networks from the microarray expression data. It also works as a database for quickly identifying functional annotations of a single gene or a list of genes. The significance value associated with the functions and pathways identified by the analysis is a measure for how likely it is that genes in the differential expression list participate in that function. The significance is expressed as a p-value, which is calculated using the right-tailed Fisher's Exact Test. In this method, the p-value is calculated by comparing the number of genes from the microarray analysis (i.e. Functional Analysis Genes) that participate in a given function or pathway, relative to the total number of occurrences of these genes in all functional/pathway annotations stored in the Ingenuity Pathways Knowledge Base.

**Validation of microarray data by quantitative PCR**

The first batch of total RNA used for microarray experiments and a second batch of total RNA from the same set of tumor samples, isolated the same way as the first batch but at a later time point, were used for quantitative PCR analysis. We chose the two-step RT-PCR approach, in which total RNA was first subjected to cDNA synthesis and the cDNA was used for real-time PCR amplification in two separate steps. 3μg of total RNA from each tumor sample was loaded in each RT reaction, using the SuperScript III First-strand Synthesis system (Invitrogen Inc., Carlsbad, CA) according to the manufacture’s protocol, and oligo(dT) was selected to prime the RT reactions. cDNA samples from the RT reactions were diluted 50X and stored at -20°C as stock cDNA solutions for the following real-time PCR reactions. Undiluted cDNA from three tumor samples representing the three genotypic groups was used in serial dilutions to generate standard curves in the quantitative assay. Primers for the real-time PCR assays were designed using the Primer Express Version 3.0 software (Applied Biosystems) using the standard melting temperature (60°C) and at least one of the two primers for each gene was selected to span an Exon-intron boundary, to avoid amplifying genomic DNA contaminants. The real-time PCR assay was performed on the Applied Biosystems 7500 Real-time PCR System (Applied Biosystems). In a 15μl reaction, 5μl of the sample cDNA was mixed with the primers and iTaq SYBR Green Supermix (Bio-rad), in which SYBR Green works as the reporter dye and ROX as the passive reference. The final concentration of the primers used for each gene was determined by preliminary assays as to give the highest amplification efficiency but not significant formation of primer-dimers. The Relative Standard Curves method was used as the study design for the quantitative PCR assay (Real-Time PCR Systems Chemistry Guide, Applied Biosystems). Beta-actin was selected as the internal control. Five 2X serial dilutions were applied (1:10, 1:20, 1:40, 1:80, and 1:160) to generate a standard curve for each primer pair on each plate. The raw data were analyzed in the Sequence Detection Software Version 1.3.1 (Applied Biosystems) according to the manufacture’s protocol. Sequences of the primers used in the quantitative PCR assays are listed in Suppl. Table 7.

How the deposited data were processed for this re-analysis (not part of the article)

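Salivary tumors of MMTV-Hras mice were measured, 4 with wild-type p53 (WT), 4 without p53 (KO) and 4 homozygous for p53 R172H (MT), with 1 Affymetrix Mouse Genome array per tumor. The paper's methods state that log2 values were made with RMA from the intensity files, by background correction of perfect-match probes, quantile normalization and median polish. The submitters' notes name RMA and MAS5, without versions, and do not say which made the table. The t-test counts between WT and KO tumors, 10 at 5% and 366 at 10%, equaled those of S6 Table for RMA and differed from those for MAS5. The values are on a log2 scale and the sorted values of the arrays are close but not identical. The largest gap in these sorted values was 0.326 for MT4, on which the within-batch values rest, and 0.094 to 0.169 for the other tumors. No step was added before the main tests. Intensity files and values from other summarization methods were not analysed here.

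Of 22690 probe sets, 64 control probe sets were left out and 22626 were tested. The annotation gives 20380 of them a single gene symbol and 691 several, 9 are named only by S3 Table, and 1546 have no name. Chromosomes of genes came from the RefSeq table of the GRCm38.p6 assembly, which was used only for names, chromosomes and neighboring genes, and gave a chromosome to 20360 probe sets.

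Group means were fitted over all 12 tumors with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 9 residual degrees of freedom), and the comparisons of WT with KO, MT with KO and MT with WT were tested 2-sided, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. SAM was written after the published method, with 100 seeded permutations for 3 groups, all 70 assignments for 2 groups of 4, the median number of false calls, an estimated share of unchanged probe sets and the published choice of the constant s0. The number of permutations and the percentile are not stated in the paper's text. The distance between tumors was 1 minus the Pearson correlation of values centered by probe set, tested by exact permutation over 35 splits of 8 tumors. For the list tests, camera of limma was run with a preset inter-gene correlation of 0.01 on 1 probe set per gene, the one with the highest mean, with adjustment over 25 lists and 3 comparisons, 75 tests. The other settings of these tests were an estimated correlation and fry. Correlations and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

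The lists, the tests, the thresholds and most alternatives were chosen before the data were examined. The lists are p53 target, mitotic, DNA replication, CDK inhibitor, anti-apoptotic, pro-apoptotic, Ras-MAPK output, mevalonate pathway, hypoxia, interferon response, and cell motility and invasion genes, and markers of salivary acini and demilunes, granular ducts, luminal epithelium, basal and myoepithelial cells, fibroblasts, macrophages, T and NK cells, B and plasma cells, granulocytes, endothelium, adipocytes, skeletal muscle, Schwann cells and nerve, and red blood cells. Genes named in the text follow a rule of the same kind: every gene that the paper names as measured in these tumors, whose tables had been seen, the 10 highest and 10 lowest genes of each comparison among called probe sets whose groups do not overlap (the 10 smallest p for MT with KO), up to 4 members of each passing list and of each cluster, and the CDK inhibitors in full. Of the genes under this rule, 1 is not reported here. Genes outside this rule are said to be chosen after their values were seen.

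The tumors carry numbers within each genotype. Same-numbered tumors of different genotypes were correlated in 6 of 12 pairs above 0.1 (0.0023 to 0.335 in all), so the numbers were not taken as pairs, and a block for the number was run as an alternative. The poly-A controls part MT1, MT2 and MT3 from the other 9 tumors. That this marks a labeling batch is inferred from the controls and named in no source used here, and a block for this batch and a covariate for the hybridization controls were added after the values had been seen.

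The alternatives were a filter on dim probe sets (above the median in at least 4 arrays), centering of each array, cyclic loess, fits to the 8 tumors compared, a mean-variance trend with robust moderation, array weights, blocks, looser and stricter thresholds, 1 probe set per gene, an ordinary t statistic, other SAM settings, other distances and linkages, and each tumor left out in turn.

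The steps were tested on simulated data. For WT against KO, limma recovered 70 of 100 probe sets shifted by log2 1 and 87 of 100 shifted by log2 2, with 8 false calls. SAM at 5% for the same comparison recovered 51 and 87 of 100, with 12 false calls, and SAM at 1% for 3 groups 40 and 80 of 100, with 3 false calls. Camera, with its preset correlation, recovered 2 of 2 lists with no false call. In the tumors none of the 21 passing lists passed with an estimated correlation. Whether the simulated genes varied together as those of the tumors do was not tested. The self-test of camera therefore gives no rate of false calls for the tumors. The chromosome score recovered the 1 shifted chromosome (0.4) and also called 5 chromosomes that were not shifted, by at most 0.067. When 300 probe sets were shifted in MT1, MT2 and MT3 as a batch would shift them, limma called 0 of them between MT and KO with all 12 tumors, 268 without MT4 and 0 with the batch block, and the run without MT4 was added after the result of the first.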

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

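The tests of chromosome 10, of MT4 and of WT1 given here were chosen after the result was seen, apart from the count over splits of the 7 tumors left without MT4.

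Genes of chromosome 10, which the paper does not discuss as a set, were higher in WT than in KO tumors by a mean of 0.304 over 336 genes, and the chromosome's score, which is the mean of its centered genes less the tumor's mean over the 7286 centered genes of all chromosomes, differed by 0.412 (SE 0.084, adjusted p = 0.00303 from limma) and was higher in each of the 4 WT tumors (0.187 or more) than in every KO tumor (-0.117 or less). Every MT tumor lay below every WT tumor as well (-0.117 to -0.017), by an MT minus WT difference of -0.299 that did not pass (adjusted p = 0.0519 from limma), and the chromosome holds 20.97% of the located probe sets called higher in WT than in KO tumors and 26.83% of those lower in MT than in WT tumors, against 4.53% of those tested. The adjusted p-values of this score are not well calibrated. With 1 chromosome shifted in simulated data, the score also called 5 chromosomes that were not shifted, by at most 0.067. The tables argue against a random set of genes (0 of 10000 sets matched on expression had a mean as high), a few strongly changed genes (the median of the genes not called was 0.243), a strain difference around 1 locus (the fifth of the chromosome nearest to random sets still had a median of 0.236), the authors' normalization (0.41 after cyclic loess) and the hybridization batch (0.41 with its control level as a covariate, adjusted p = 0.00698). A difference in the copy number of the whole chromosome stays open and may be the source, since over the genes not called the lowest WT tumor exceeded the highest KO tumor by 0.203, but no DNA was analysed here. A biological difference between WT tumors and both other genotypes that acts on genes along the whole chromosome was not tested.

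The number of probe sets called between MT and KO tumors rose from 2 to 235 (112 higher and 123 lower in MT tumors) when MT4, whose poly-A controls set it apart from the other MT tumors, was left out. The tables argue against an exchange of MT4 with a KO tumor (its mean Trp53 level exceeded the highest KO tumor by 1.463), an exchange with a WT tumor (its p53 target score lay below the lowest WT tumor by 0.266, and no WT tumor reached the Trp53 level of the other MT tumors, at most 8.271 against 8.974 or more, although that of MT4, 8.031, lay within the WT range) and the normalization of its array (cyclic loess and centering gave at most 2). Of the 35 splits of the 7 tumors 1, the real one, gave as many, the highest other being 1, so chance can be excluded, but the real split is also the labeling batch, and with that batch as a block 13 were called, a count that rests on MT4. The labeling batch stays open and could be the source: where a called probe set had others of its gene, these moved at least 0.5 times as far the same way in 24.8% of cases, against 72.9% between WT and KO tumors (Fisher's exact test, p = 4.39e-27). A difference in biology between MT4 and the other MT tumors stays open as well and was not tested.

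B cell and plasma cell markers were far higher in WT1 than in the other WT tumors, with a score of 3.213 against -0.272 to -0.128, and the most abundant were Ighm at 12.85 (others 8.61 to 8.93), which was chosen after its values were seen, and Jchain at 12.37 (others 5.71 to 6.48). Lymphoid tissue in the section stays open and may be the source, since the T cell and NK cell score exceeded the next WT tumor by 0.865. Of the 14 measured genes behind that score only 3 lie above the array median on average, which limits its weight. The paper states that stained sections were examined and that samples were selected for a largely homogeneous tumor mass. It gives no result of this screen for WT1. Blood or leukocytes of other kinds stay open too: the granulocyte score was highest in WT1 (1.038, other WT tumors -0.19 to 0.2), and although its red blood cell score exceeded the next WT tumor by only 0.045, none of the 4 measured genes of that list lies above the array median on average, so that score excludes nothing. None of the 9 measured genes of the list is in another list, and whether salivary tissue expresses them was not tested. The design gives no condition that parts WT1 from the other WT tumors, so no biological explanation was tested.

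Single tumors lay far from the other 3 of their genotype in 12 of the 192 groups examined, where chance alone gives about 1 in 20 groups, so single cases carry little weight. Besides WT1, the granular duct score of KO3 was 2.725 against -0.449 to -0.164, with Klk1 at 11.60 (others 4.19 to 7.93), while Smr3a, a gene of that list chosen after its values were seen, was 7.65 in KO3 and 10.76 to 12.42 in the other KO tumors. Poly-A controls were 4.05 in MT4 against 10.38 to 10.56 in the other MT tumors, and 4.23 in WT2 against 4.11 to 4.13. The second probe set of Cap1 was 6.53 in WT4 (others 4.78 to 4.98). Of 3 probe sets of Csnk2a1, 1 was 7.70 in KO4 (others 8.51 to 8.52), 1 was 8.31 in MT4 (others 7.53 to 7.58) and 1 was 5.11 in WT2 (others 5.42 to 5.46). Mia was 7.40 in MT4 (others 10.43 to 10.97), 1 probe set of Trp53 was 8.18 in MT4 (others 9.13 to 9.30), Etv4 was 8.58 in KO4 (others 9.17 to 9.23) and 1 probe set of Mki67 was 10.38 in KO4 (others 9.67 to 9.79).

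Lists of genes that the paper does not discuss also differed between WT and KO tumors. Salivary acinar and demilune markers were higher in WT tumors by a mean of 1.18 (adjusted p = 0.0344 from camera of limma), with 10 of 15 genes higher on average, 2 passing over all probe sets, and 5 higher and 1 lower when adjusted over the list alone. This list did not pass with an estimated correlation (adjusted p = 0.541), with centering (0.0757), without WT3 (0.0695), without KO2 (0.0554) or without KO3 (0.0508). Ras-MAPK output genes were lower in WT tumors by a mean WT minus KO difference of -0.694 (adjusted p = 1.27e-05 from camera), all 19 genes going that way on average, 2 passing over all probe sets and 7 when adjusted over the list alone. Among the alternatives this list failed with an estimated correlation (adjusted p = 0.446), and marker genes of cell types moved in the same comparison, luminal epithelial ones by -0.595 with WT1 lowest in both lists (-0.943 and -1.011) and macrophage ones by 0.469, from which it was not separated.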

How the results depend on the processing

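The alternatives with the labeling batch as a block, the hybridization control level as a covariate, chromosome 10 left out, chromosome means removed, WT1 and KO3 left out, MT4 as the only MT tumor and the motility list without Cap1, Etv4 and Mia, the Trp53 probe sets left out, and the SAM counts of MT against WT tumors (16, 837 and 3437 at 1%, 5% and 10%), were chosen after the values were seen.

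The excess of WT against KO counts over MT against KO counts held in every limma alternative that compared both genotypes, and the clustering kept the WT tumors on 1 branch in every setting. With Ward linkage, Spearman correlation or dim probe sets left out, that branch joined KO1, KO4 and MT4 before the other KO and MT tumors. The same held without WT1, WT2, WT3 or WT4, and without KO1 the WT branch joined KO4 and MT4 first. Of 1035, 2 and 83 probe sets called between WT and KO, MT and KO, and MT and WT tumors, in this order, fits to the 8 tumors gave 374, 0 and 11, array weights 3280, 44 and 4973, the block for tumor number 1019, 0 and 87, the labeling batch as a block 1102, 13 and 19, and the hybridization covariate 1399, 2 and 31. The dim filter gave 604, 3 and 133, centering 1242, 2 and 147, loess 954, 2 and 142, an adjusted p under 0.10 2541, 5 and 618, a 2-fold minimum 346, 2 and 47, 1 probe set per gene 572, 1 and 58, an ordinary t statistic 10, 0 and 0 at 5% and 366, 0 and 12 at 10%, and leaving out WT1 and KO3 44, 0 and 3. The share of calls higher in WT tumors was 57.68% against KO, 68.12% with centering, 42.55% with the dim filter, 45.45% in fits to the 8 tumors, 39.6% with a 2-fold minimum and 40% with an ordinary t statistic at 5%, and the share of calls higher in MT than in WT tumors was 48.19%, 34.01% with centering, 41.55% with loess, 58.65% with the dim filter, 94.74% of 19 with the labeling batch as a block, 75% of 4 without WT1 or without MT3 and 80% of 5 without WT3. Leaving out chromosome 10 gave 836, 2 and 65. The ranges over single tumors left out were 196 to 1360 (lowest without WT3, 269 without WT1), 2 to 235 (highest without MT4) and 4 to 801 (lowest without WT1 and without MT3, 5 without WT3, highest without MT4). Array weights and the dim filter change how tumors or probe sets enter the test, fits to 8 tumors leave fewer degrees of freedom, and for the other changes the cause was not tested.

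The 3-group SAM count of 118 was 10 at the 90th percentile of false calls, 30 with s0 of 0, 16 with the limma F test, and 24 to 253 over single tumors left out (24 without MT3, 253 without MT4). For WT against KO, SAM at 1%, 5% and 10% gave 30, 1637 and 3882, and 3, 5 and 65 at the 90th percentile, 264 at 1% with the dim filter, 548 and 2210 at 5% and 10% with the share of unchanged probe sets at 1, and 12 to 257, 262 to 2249 and 1080 to 4224 over single tumors left out. For MT against KO, the counts of 2, 2 and 46 were 0 at 1% and 2 at 10% at the 90th percentile, 0 at 1%, 5% and 10% with s0 of 0, 8 and 8 at 1% and 5% with the dim filter, 11 at 10% with that share at 1, and 0 to 33, 0 to 250 and 0 to 788 over single tumors left out, the highest without MT4. The separation of MT from WT tumors was 0.327 with Spearman correlation and 14.4 with Euclidean distance, both past the threshold, and 0.198 to 0.492 over single tumors left out. That of MT from KO tumors was 0.0432 to 0.1875 over single tumors left out, highest without MT4. The WT branch value of 0.441 was 15.6 with Euclidean distance and 0.355 to 0.644 over single tumors left out. The effect correlation of 0.747 was 0.584 with MT4 alone, where 100 simulations of unchanged groups gave 0.319 on average and 0.349 at most, a test chosen after the values were seen. These simulations do not bound what unchanged groups of real tumors could give. The chromosome 11 share fell to 8.23% with 1 probe set per gene and 8.16% for MT against WT at an adjusted p under 0.10. Of 75 list tests 21 passed, none with an estimated correlation (0), 5 with fry and 20 without Cap1, Etv4 and Mia in the motility list. Of 247 named gene values 92 passed, 52 with the 8 tumors compared and 150 with array weights, and 40 to 117 over single tumors left out. The study cluster lists held 175 members called between WT and KO tumors, and 125 to 175 over single tumors left out.

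With the labeling batch as a block the sign reversed for the MT minus KO difference of Efemp2 (-0.58), Csnk2a1 (0.22), Csnk2a1 (0.34), Ccng1 (0.33), Etv4 (-0.22), Mdm2 (-0.006), Igf1 (0.30), Ltbp1 (0.52), Cdkn2b (0.74) and the MT minus WT difference of Coq8a (0.087), Krt19 (-0.016), Trp53 (-0.15). With the hybridization control level as a covariate the sign reversed for the MT minus KO difference of Cdkn2c (0.033), Efemp2 (0), Mdm2 (-0.002), Cdkn2b (0.13). With array weights the sign reversed for the MT minus KO difference of Cdkn2c (0.081), Mia (0.37), Bcl2l1 (-0.029) and the WT minus KO difference of Mki67 (0.32) and the MT minus WT difference of Csnk2a1 (-0.028). With cyclic loess normalization the sign reversed for the MT minus WT difference of Cdkn2d (-0.042) and the MT minus KO difference of Coq8a (-0.011), Igf1 (-0.024). With each array centered on its median the sign reversed for the MT minus WT difference of Cdkn2d (-0.042). Leaving out single tumors turned the sign, with the range over the tumors left out, of the MT minus KO difference of Cdkn2d (-0.13 to 0.027), Cdkn2c (-0.10 to 0.10), Coq8a (-0.049 to 0.073), Cdkn1c (-0.17 to 0.040), Csnk2a1 (-0.038 to 0.15), Igf1 (-0.063 to 0.077), Mia (-0.73 to 0.46), Cdkn1a (-0.28 to 0.13), Igf1 (-0.22 to 0.006), Cdkn2b (-0.37 to 0.071) and the MT minus WT difference of Cdkn2d (-0.12 to 0.21), Cdkn2c (-0.30 to 0.039), Csnk2a1 (-0.12 to 0.20), Csnk2a1 (-0.014 to 0.17) and the WT minus KO difference of Cdkn2d (-0.30 to 0.041), Cdkn2c (-0.054 to 0.29), Mki67 (-0.26 to 0.16). None of the reversed differences had an adjusted p under 0.05 in either fit. The other named values kept their direction, in fits with 0 to 52 of them moving below and 0 to 58 above the threshold, and the cause was not tested. The self-tests of limma and of SAM for 2 groups made calls at this number of arrays, but between WT and KO tumors. Between MT and KO tumors only a shift of MT1, MT2 and MT3 was simulated. Whether the number of arrays explains the low count between MT and KO tumors was therefore not tested.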

Differences from the paper's values

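The settings compared here were chosen before the data were examined, and the tallies over the clusters, which follow the statements of the paper, were chosen after the result was seen.

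The paper's 3-group SAM at an FDR of 1% called 188 probe sets, and 118 were called here, all of them within the paper's list. The count came within 1.5 times the paper's without WT2 (153), without WT4 (160) and without MT4 (253). It did not with the 90th percentile of false calls, the share of unchanged probe sets at 1, s0 of 0, control probe sets kept, dim probe sets left out, the limma F test or any other single tumor left out.

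For WT against KO, the paper's SAM count at an FDR of 1% is 125 in S6 Table, and the count here was 30. It came within 1.5 times the paper's without WT4 (164), and not with the 90th percentile of false calls, the share of unchanged probe sets at 1, control probe sets kept, dim probe sets left out or any other single tumor left out. An s0 of 0 is what the published choice already gave for this comparison, so that alternative tests nothing here. The paper's counts of 2075 at 5% and 4247 at 10% and the counts here, 1637 and 3882, were within 1.5 times of each other, and the t-test counts of 10 at 5% and 366 at 10% equaled the paper's.

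For MT against KO, the paper's SAM counts in S6 Table are 0 at 1%, 11 at 5% and 18 at 10%, and those here were 2, 2 and 46. At 1% the count was 0 with the 90th percentile of false calls, with s0 of 0, without KO2 and without MT3, at 5% it was 8 with dim probe sets left out, and at 10% it was 18 without KO3. The other SAM settings and single tumors left out did not bring these counts within 1.5 times the paper's. The t-test count was 0 at both levels, as in the paper, where limma called 2 and 2168 had an unadjusted p under 0.05.

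The paper places Clusters iii and v highest in MT tumors, and the MT mean was the highest in 4 of 4 and 18 of 21 of their tested probe sets. Mia, which it names among the genes most highly expressed in MT tumors, had a higher mean in KO tumors (10.27) than in MT tumors (9.89). Its MT minus KO difference was positive with array weights (0.37), without KO1 (0.02) and without MT4 (0.46), and in none of these did it pass (adjusted p = 0.823, 0.998 and 0.704 from limma). The paper's text calls MT levels intermediate in Cluster i, while MT tumors were highest in 6 of its 7 probe sets, as S2 Table describes them. Its discussion describes Clusters iv and vi as regulated alike in WT and MT tumors, and the MT mean was nearer to the WT mean in all 9 probe sets of Cluster iv but nearer to the KO mean in 48 of the 56 of Cluster vi.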

Other observations

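The values with the labeling batch as a block and the tests of chromosomes were chosen after the result was seen.

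Marker genes of several cell types differed between WT tumors and the others, by camera of limma with its preset correlation and not with an estimated one (adjusted p of 0.686 or more for each list of this paragraph) or with fry (0.101 or more). Macrophage markers were higher in WT than in KO tumors by a mean of 0.469 (adjusted p = 0.000783, 16 of 18 genes higher on average, 3 passing over all probe sets) and lower in MT than in WT tumors by an MT minus WT difference of -0.487 (adjusted p = 0.000104, within-batch -0.438 at adjusted p = 0.00914), a difference of -0.304 without MT3 (adjusted p = 0.00256), while MT2 lay above 3 of the 4 WT tumors. T cell and NK cell markers were higher in WT than in KO tumors by 0.459 (adjusted p = 0.00346, and 0.36 with dim probe sets left out), but by 0.202 without WT1 (adjusted p = 0.0228), whose score was 1.056 against -0.062 to 0.191 in the other WT tumors, and their MT minus WT difference was -0.398 (adjusted p = 0.00346, within-batch -0.487 at adjusted p = 0.00748, but 0.0801 without WT1, 0.0924 with array weights and 0.795 with dim probe sets left out). Endothelial markers were higher in WT than in KO tumors by 0.318 (adjusted p = 0.00348, and 0.38 with dim probe sets left out). Luminal epithelial markers were lower in WT than in KO tumors by a WT minus KO difference of -0.595 (adjusted p = 0.00346, all 13 genes lower on average, but -0.372 at adjusted p = 0.0381 without WT1) and higher in MT than in WT tumors by 0.431 (adjusted p = 0.0192, within-batch 0.421 at adjusted p = 0.02, but 0.125 with dim probe sets left out, 0.197 without WT1, 0.0524 without WT3 and 0.0815 without MT4). B cell and plasma cell markers were lower in MT than in WT tumors by -0.913 (adjusted p = 0.0409, within-batch -1.05 at adjusted p = 0.109), and this list failed with 15 of its alternatives, 0.652 without WT1 among them. Acinar and demilune markers had an MT minus WT difference of -0.904 that did not pass (adjusted p = 0.0935, within-batch -1.16 at adjusted p = 0.00914).

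Mitotic genes were lower in WT than in KO tumors by a WT minus KO difference of -0.385 (adjusted p = 0.000248 from camera, 30 of 32 genes lower on average, 1 passing over all probe sets) and lower in MT than in KO tumors by -0.383 (adjusted p = 1.95e-08, within-batch -0.289 at adjusted p = 0.00748, and -0.22 at adjusted p = 0.000297 without MT2), and neither passed with an estimated correlation (adjusted p = 0.686 for both) or with fry (0.308 and 0.297). Interferon response genes were lower in WT than in KO tumors by -0.582 (adjusted p = 0.0151 from camera), and by -0.96 without KO3 (adjusted p = 5.66e-06). They did not pass without KO2 (-0.172 at adjusted p = 0.288), without WT2 (0.0593), without WT3 (0.0542) or without KO1 (0.054). Nor did they with array weights (0.112), with dim probe sets left out (0.403), with fry (0.49) or with an estimated correlation (0.743). They were lower in MT than in KO tumors by -0.79 (adjusted p = 3.89e-07, within-batch -0.502 at adjusted p = 0.0902, -0.379 at adjusted p = 0.0049 without KO2, 0.342 with fry and 0.686 with an estimated correlation). Mevalonate pathway genes were higher in MT than in KO tumors by 0.224 (adjusted p = 0.0212 from camera, within-batch 0.122 at adjusted p = 0.414), but not without MT1 (0.381), without KO3 (0.117), without KO2 (0.0622), with the mean of all probe sets of a gene (0.176), with fry (0.4) or with an estimated correlation (0.686). For the lists that passed in no comparison, the WT minus KO mean difference is given with its adjusted p from camera. The difference was -0.021 for DNA replication genes (adjusted p = 0.704), 0.104 for pro-apoptotic genes (0.395) and -0.267 for hypoxia genes (0.206). It was -0.53 for CDK inhibitor genes (0.395) and -0.078 for anti-apoptotic genes (0.593). Among markers it was 0.039 for basal and myoepithelial cells (0.395), -0.116 for fibroblasts (0.552) and 0.386 for granulocytes (0.15). It was 0.073 for adipocyte markers (0.414) and 0.162 for skeletal muscle markers (0.105). For Schwann cell and nerve markers it was 0.152 (0.395), and for red blood cell markers 0.344 (0.0919).

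The 1035 probe sets called between WT and KO tumors were reached by 1 of 35 splits of the 8 tumors, the real one, with 2 as the highest other, so chance can be excluded. For the 2 called between MT and KO tumors the highest other of the 35 splits was 1, by which chance can be excluded. Both are probe sets of Trp53, the gene that the genotypes alter by design, and limma called 0 in fits to the 8 tumors (2031 at an unadjusted p under 0.05) and with the block for tumor number (2508), as did the t-test (1812), so this count says nothing of other genes. For the 83 called between MT and WT tumors chance cannot be excluded, since 2 of 35 splits gave as many, the other one 351. That split puts WT2 with MT1, MT2 and MT3, which are the labeling batch, against WT1, WT3, WT4 and MT4, and it points to a structure of the samples. With the labeling batch as a block 19 probe sets were called.

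Of the 946 located probe sets called between WT and KO tumors, 99 lie on chromosome 11, which carries Trp53 (10.47%, against 8.42% of those tested, Fisher's exact test, p = 0.0227). Without the Trp53 probe sets the same exact test gave p = 0.0409, and with 1 probe set per gene the share was 8.23% (Fisher's exact test, p = 0.939). Within 10 Mb of Trp53 lay 26 of the 946 (Fisher's exact test, p = 0.0674) and 5 of the 78 called between MT and WT tumors (p = 0.0171 by the same exact test, and 0.111 with 1 probe set per gene), while 8 of those 78 lay on chromosome 11 (p = 0.538). Probe sets of neighboring genes are not independent. The SD of chromosome scores within a tumor was on average 0.147 in the 4 WT tumors and 0.201 in the other 8 (exact permutation test over 495 splits, p = 0.0121), a comparison that holds the labeling batch in the other 8.

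With the labeling batch as a block, 13 probe sets were higher in MT than in KO tumors, 2 each of Cap1, BC018473 and Smoc2, 1 each of Zfp991, Ptger3, Dkk2 and Syt13, and 3 without a name, and all 13 were higher in MT4 than in the mean of MT1, MT2 and MT3. BC018473, Smoc2, Ptger3, Dkk2 and Syt13 were chosen after their values were seen.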
